# Necrocide 1 mediates necrotic cell death and immunogenic response in human cancer cells

**DOI:** 10.1038/s41419-023-05740-0

**Published:** 2023-04-05

**Authors:** Jing Zhang, Christina Trojel-Hansen, Jianghuang Wang, Zili Zhang, Xing Wang, Yuhui Qiao, Huike Jiao, Mickaël Michaud, Oliver Kepp, Marja Jäättelä, Guido Kroemer, Qing Zhong

**Keywords:** Cell death, Cancer therapy

## Abstract

Many anticancer agents induce apoptosis, mitotic catastrophe or cellular senescence. Here, we report the functional characterization of an experimental inducer of tumor necrosis factor (TNF)-independent necrosis, necrocide-1 (NC1). NC1 (but not its stereoisomer) killed a panel of human cancer cells (but not normal cells) at nanomolar concentrations and with a non-apoptotic, necrotic morphotype, both in vitro and in vivo. NC1-induced killing was not inhibited by caspase blockers, anti-apoptotic BCL2 overexpression or TNFα neutralization, suggesting that NC1 elicits a bona fide necrotic pathway. However, pharmacological or genetic inhibition of necroptosis, pyroptosis and ferroptosis failed to block NC1-mediated cell death. Instead, NC1 elicited reactive oxygen species (ROS) production by mitochondria, and elimination of mitochondrial DNA, quenching of mitochondrial ROS, as well as blockade of mitochondrial permeability transition with cyclosporine A, interfered with NC1-induced cell death. NC1 induced hallmarks of immunogenic cell death incurring calreticulin (CALR) exposure, ATP secretion and high mobility group box 1 (HMGB1) release. Taken together, these data identify a previously uncharacterized signaling cascade leading to an immunogenic variant of mitochondrion-regulated necrosis, supporting the notion that eliciting regulated necrosis may constitute a valid approach for anticancer therapy.

## Introduction

Anticancer chemotherapeutics have been developed for long in a mostly empiric fashion, by identifying chemical compounds that reduce tumor growth or that kill human cancer cells in vitro [1, 2]. Only recently, so-called targeted agents have been identified in cell-based and molecular screening assays [3–5]. It has been commonly thought that efficient anticancer regimens would either trigger the apoptotic demise of tumor cells [6, 7], to stimulate mitotic catastrophe [8], and/or to induce a permanent arrest in the cell cycle that is generally referred to as “senescence” [9, 10]. Unfortunately, tumor cells develop multiple strategies to evade apoptosis, mostly by upregulating anti-apoptotic proteins or by downregulating pro-apoptotic proteins so that they become increasingly therapy-resistant [7, 11]. Moreover, tumor cells can escape the cell cycle arrest imposed on them by mitotic inhibitors or senescence-inducing drugs [12–14]. This capacity to subvert therapeutic effects may explain why tumors often do not respond or only respond transiently to conventional or targeted anticancer agents.

The recent discovery that necrosis can occur in a regulated fashion and the ever more precise characterization of the underlying molecular mechanisms have spurred great interest [15–17], because non-apoptotic pathways might be instrumental to circumvent the resistance of cancer cells to conventional, pro-apoptotic therapeutic regimens [18–20]. In addition, necrotic cell death has been involved in prominent human diseases including neurodegenerative conditions such as Alzheimer’s and Parkinson’s disease as well as ischemic and infectious disorders [21–23].

Although regulated necrosis has been originally identified as a tumor necrosis factor receptor 1 (TNFR1)-dependent cell death modality, emerging evidence suggests that necrosis can also occur in a regulated fashion in response to other stimuli including alkylating DNA damage, reactive oxygen species (ROS) overgeneration and calcium overload [24–27]. Recently, several distinct forms of programmed cell death (PCD) have been defined with unique cellular mechanisms. An important role downstream of the RIPK1-RIPK3-containining complex leading to necroptosis has been highlighted for the mixed lineage kinase like (MLKL) protein [28–31]. Gasdermins have been shown to form pores that cause pyroptosis after cleavage by inflammatory caspases including caspase 1, 4, 5 and 11 [32, 33]. The research field of ferroptosis, driven by iron-dependent phospholipid peroxidation, and regulated by multiple cellular metabolic pathways including redox homeostasis, iron handling, mitochondrial activity and metabolism of amino acids and lipids, has seen exponential growth over the past few years since the term was coined in 2012 [24, 34]. Intriguingly, therapy-resistant cancer cells, particularly those in the mesenchymal state and prone to metastasis, are exquisitely vulnerable to ferroptosis.

Here, we report the identification of a small molecule compound from an optimized derivative of a previous reported anti-tumor compound [35, 36], with its involvement in necrotic cell death never described. 3-cycloheptyl-3-(4-hydroxyphenyl)6-methoxy-7-methyl-1,3-dihydroindole-2-one (which we named necrocide 1, NC1) operates as a potent inducer of regulated necrosis distinct from necroptosis, ferroptosis and pyroptosis, in vitro and in vivo. We characterized the signaling pathways underlying the pro-necrotic activity of NC1.

## Results and discussion

### NC1 induces necrosis in vitro and inhibits tumor growth in vivo

(*S*’)-3-cycloheptyl-3-(4-hydroxyphenyl)6-methoxy-7-methyl-1,3-dihydroindole-2-one (NC1) represents the third-generation of small molecule compound optimized from earlier generations that mediate robust anti-tumor activity against a variety of cancer cells and mouse tumor xenografts through unknown mechanism [35, 36]. The active NC1 stereoisomer (Fig. 1A), but not its inactive stereoisomer (NC1i, R form), reduced the metabolic activity of human breast carcinoma MCF-7 cells in a dose- and time-dependent fashion (Fig. 1B, C), as it induced cell killing indicated by the release of lactate dehydrogenase into the culture medium (Fig. 1D). Tetrazolium conversion assays revealed the IC_50_ of NC1 to be below 15 nM for a series of human cancer cell lines tested. In contrast, NC1 failed to kill non-transformed IMR-90 fibroblasts, human umbilical vein endothelial cells (HUVECs) and mouse embryonic fibroblast (MEF), even at a concentration of 10 µM (Fig. 1E).

**Fig. 1:**
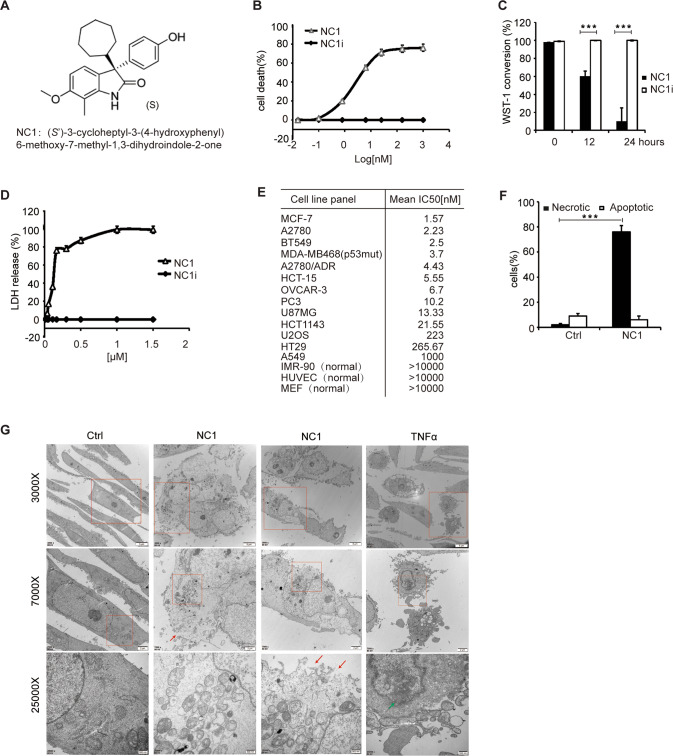
NC1 induces regulated necrosis in human cancer cells. **A** Chemical structure of necrocide 1 (NC1, (*S*’)-3-cycloheptyl-3-(4-hydroxyphenyl)6-methoxy-7-methyl-1,3-dihydroindole-2-one, the active stereoisomer). **B** Dose-dependent killing of MCF-7 breast cancer cells by NC1 but not by its inactive stereoisomer (NC1i). Conversion of the tetrazolium salt WST1 was measured by colorimetry 24 h after the addition of the indicated concentrations of either NC1 or NC1i to measure cell death. **C** Time-dependent killing of MCF-7 cells by NC1 but not by NC1i, as determined 12 or 24 h after the exposure of cells to 10 nM NC1 by WST1 conversion assays. **D** Dose-dependent killing of MCF-7 cells by NC1 but not by NC1i, as determined by the release of lactate dehydrogenase (LDH) into the culture supernatant. **E** IC_50_ values of NC1 on a panel of different human cancer cell lines, normal cells and mouse embryonic fibroblast (MEF), as determined by WST1 conversion assay 24 h after addition of the compound to the cells. **F**, **G** Effects of NC1 on cellular ultrastructure. MCF-7 cells exposed to NC1 were examined by transmission electron microscopy (scale bars = 500 nm/2 µm/5 µm as indicated). Red arrows indicate membrane rupture. Green arrows indicate chromatin condensation. Percentage of MCF-7 cells with an apoptotic or necrotic appearance as shown in (**F**). Values are means ± standard deviation of *n* = 3 independent determinations. Asterisks indicate significance between the two groups indicated (*p < 0.05; **p < 0.01, **p < 0.001).

NC1 caused ballooning of MCF-7 cells, which became translucent in phase contrast microscopy, accompanied by an increase in nuclear diameter as well as by the formation of Hoechst 33342-positive chromatin clumps adjacent to the nuclear envelope (Supplementary Fig. 1A, B). Transmission electron microscopy confirmed the necrotic appearance of NC1-treated cells, manifesting a prominent swelling of cytoplasmic organelles, extranuclear vacuolization, and plasma membrane rupture (Fig. 1F, G).

Cytochrome *c* and cathepsin L, which are usually sequestered within mitochondria or lysosomes, respectively, diffusely distributed throughout the cytoplasm upon NC1 treatment, as assessed by immunofluorescence microscopy upon staining with specific antibodies (Supplementary Fig. 1C–F). Thus, we hypothesized that NC1 would induce both mitochondrial membrane permeabilization (MMP) and lysosomal membrane permeabilization (LMP). MMP was confirmed by staining NC1-treated MCF-7 cells with the mitochondrial transmembrane potential (Δψ_m_)-sensitive fluorophore tetramethyl rhodamine methylester (TMRM). LMP was corroborated on MCF-7 cells succumbing to NC1 by means of Lysotracker red staining. Thus, NC1 caused a drastic time-dependent reduction in Δψ_m_ and lysosomal membrane integrity (Supplementary Fig. 1E). Altogether, these results indicate that NC1 stimulates the necrotic demise of human cancer cells.

In the next step, we investigated the tumor-suppressive effects of NC1 in vivo utilizing human cancers xeno-transplanted into immunodeficient *nu/nu* mice. Importantly, NC1 was in general well tolerated by mice. Body weight reduction or other gross pathological signs were not observed following multiple administration schedules at the dose of 100 mg/kg (Fig. 2A). Significant tumor-regression could be induced in PC-3 xenografts by one single intravenous (*i.v.*) injection of NC1 at 40 mg/kg (Fig. 2B). Tumor-regression was sustained up to 20 days before re-growth was observed. The relapsed tumors remained sensitive to a second *i.v.* administration of NC1, which again induced sustained tumor-regression (Fig. 2C). In additional experiments, NC1 treatment was initiated at large tumor sizes (around 1000 mm^3^) by oral gavage (100 mg/kg, 3 times/week). This protocol also consistently reduced the tumor growth of PC-3 xenografts (Fig. 2D). Additionally, continuous administration of NC1 successfully suppressed tumors in mice bearing xenografts of human MCF-7 breast cancers (Fig. 2E). Histochemical analyses of NC1-treated tumors revealed a marked induction of necrosis, in contrast to tumors from saline-treated animals (Supplementary Fig. 2A). Altogether, we conclude that NC1 can induce cell death of human cancer xenografts in vivo.

**Fig. 2:**
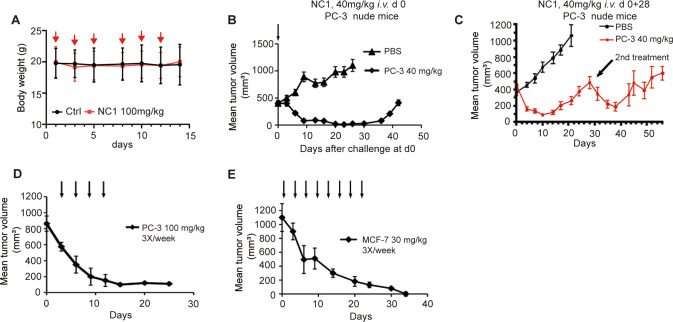
NC1 is a potent anti-tumor agent in vivo. **A** When the tumor volume reached about 200 mm^3^, MCF-7 xenografted nude mice were given NC1 (100 mg/kg) by gavage three times a week for 2 weeks (*n* = 13 in each group). The body weight of mice was measured at each time of administration. **B** Single dose administration of NC1 (40 mg/kg, *i.v.*) causes sustained tumor regression in mouse *xenografts* of PC-3 cells (*n* = 10 per group). **C** Nude PC-3 tumor bearing mice were given one single *i.v.* injection at 40 mg/kg at day 0 followed by a second *i.v.* injection at 40 mg/kg at day 28 to monitor the tumor growth (*n* = 10 per group). Athymic (*nu/nu*) mice were inoculated subcutaneously with PC-3 (**D**) or MCF-7 cells (**E**) and tumor growth (means ± SEM, *n* = 10 mice per group) was monitored after oral administration of 100 mg/kg NC1 (**D**) or intravenous administration of 30 mg/kg NC1 (**E**) (as indicated by arrows).

### Molecular mechanisms of NC1-induced necrosis

Next, we aimed at further characterizing the necrotic cell death subroutine triggered by NC1. Live cell imaging analysis demonstrated the ballooning of MCF-7 cells upon NC1 treatment (Supplementary Fig. 3A and Movie 1). Utilizing Sytox Green, a dye that only stains dead cells (because it penetrates the permeabilized plasma membrane) but is excluded by live cells, we successfully visualized the dramatic ballooning of NC1-treated cells that occurs during or shortly before cell death. These data suggest MCF-7 cells upon NC1 treatment likely undergo necrosis rather than apoptosis. Contrarily to TNFα induced caspase activation, NC1 failed to activate the cleavage of caspase-7 or Poly (ADP-ribose) polymerase 1 (PARP1), that would occur during the execution of apoptosis in MCF-7 cells (Fig. 3A). In accordance with a paper reporting its role as a necrotic marker [37], Cyclophilin A (CyPA) was released into the extracellular medium when cells were treated with tert-butyl hydroperoxide (tBH) in the presence of z-VAD-fmk to induce necrosis. Consistently, we detected CyPA release at an early stage of NC1 treatment (Fig. 3A). The broad-spectrum caspase inhibitor Z-VAD-fmk, the autophagy inhibitors chloroquine (CQ) and 3-methyladenine (3-MA), as well as the necroptosis inhibitor necrostatin-1 (Nec1) targeting receptor-interacting serine/threonine-protein kinase 1 (RIPK1), all failed to inhibit NC1-induced cell death, suggesting that NC1-induced necrosis differs from apoptosis, autophagic cell death and necroptosis (Fig. 3B). Genetic depletion of the pro-apoptotic factors BAX and BAK by specific siRNAs was unable to rescue NC1-induced cell death (Fig. 3C, D). While the transfection-enforced overexpression of the anti-apoptotic protein BCL2 successfully prevented TNFα-induced apoptosis, it failed to protect cells from NC1-induced killing (Fig. 3E). Along similar lines, TNFα neutralization antibody failed to prevent NC1 induced necrosis in MCF-7 cells (Fig. 3F), suggesting that NC1-induced cell death is independent of the TNF signaling pathway. Altogether, these data demonstrate that NC1-mediated cell death is different from apoptosis.

**Fig. 3:**
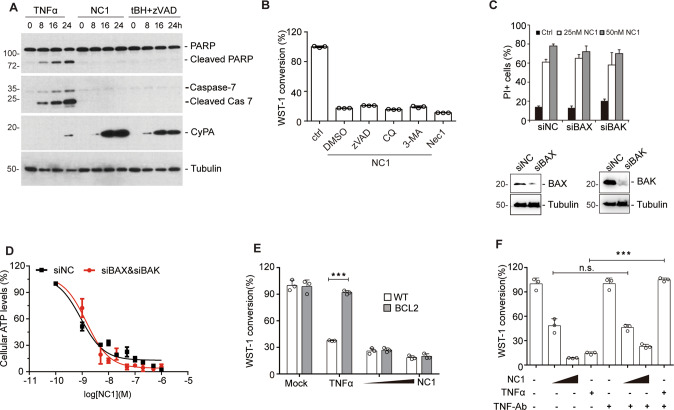
NC1 elicits a non-apoptotic cell death independent of TNFR1 pathway. **A** Lack of caspase activation by NC1. MCF-7 cells were lysed at the indicated time after the addition of TNFα or NC1, and lysates were subjected to immunoblotting for the detection of poly (ADP-ribose) polymerase 1 (PARP1) and proteolytically mature caspase-7. Supernatant was collected to detect the release of Cyclophilin A (CyPA) into the extracellular medium. Tubulin was detected to ensure equal lane loading. **B** MCF-7 cells were treated with NC1 and(or) apoptosis inhibitor z-VAD-fmk, necrosis inhibitor Necrostain-1 (Nec1), autophagy inhibitor chloroquine (CQ) and 3-MA. Cell viability was determined by measuring cellular ATP levels. The data are represented as the mean ± SD of triplicate wells. **C** MCF-7 cells were transfected with siRNA specially against BAX or BAK for 48 h, then subjected to 25 nM NC1 for 12 h to detect cellular viability. **D** MCF-7 cells were transfected with siRNA specific for BAX and BAK for 48 h, then subjected to the indicated concentration of NC1 for 12 h before detecting cellular viability. **E** Failure of BCL2 to inhibit NC1-induced cell killing. Parental or BCL2-overexpressing MCF-7 cells were exposed for 24 h to TNFα or NC1, and WST1 conversion was assessed to estimate cellular viability. **F** Putative contribution of TNFα to NC1-induced cell killing. MCF-7 cells were treated for 24 h with the indicated combinations of NC1, TNFα and TNFα neutralization antibody (TNF-Ab), followed by measurement of cellular ATP level. Asterisks indicate significance between the two groups indicated (*p < 0.05; **p < 0.01, **p < 0.001).

Several regulated non-apoptotic pathways have been recently characterized, including necroptosis, ferroptosis and pyroptosis. Necroptosis requires the activation and translocation of receptor-interacting serine/threonine-protein kinases RIPK1 and RIPK3 from the plasma membrane to cytosol [28–30, 38], where Mixed lineage kinase like (MLKL) protein is phosphorylated by the RIPK1-RIPK3 complex and activated to execute necrosis in a caspase independent manner [25, 31]. Ferroptosis is characterized by iron-dependent accumulation of oxidized polyunsaturated fatty acid-containing phospholipids on the plasma membrane, which is negatively regulated by the phospholipid hydroperoxide-reducing enzyme glutathione peroxidase 4 (GPX4) and coenzyme Q10 catalyzing enzyme ferroptosis suppressor protein 1 (FSP1) in parallel systems. Pyroptosis is marked by activation of inflammation-activated caspase-1 and lipopolysaccharide (LPS)-activated caspase-11/4/5 [39, 40] and cleavage of pyroptosis executioner, the pore-forming protein gasdermin D (GSDMD) [32, 33].

We used chemical approaches to define NC1 induced necrosis. The necroptosis inhibitors necrosulfonamide (NSA) and necrostatin-1 (Nec1), the ferroptosis inhibitor liproxstatin-1 (Lipro) and desferrioxamine (DFO), as well as the pyroptosis inhibitor z-YVAD all failed to inhibit NC1-induced cell death (Fig. 4A), indicating that NC1-induced necrosis is different from necroptosis, ferroptosis and pyroptosis. In addition, the PARP inhibitor olaparib failed to inhibit NC1-induced cell death, while it effectively blocked MNNG-mediated parthanatos (Fig. 4B). Suppression of the necroptosis effector MLKL by CRISPR/Cas9 was unable to antagonize NC1 induced cell death, as demonstrated by monitoring cell viability (Fig. 4C, D). Loss of the pyroptosis effector GSDMD also did not block NC1-induced cell death either (Fig. 4E, F). Moreover, suppression of ACSL4 failed to block NC1-induced cell death, although ACSL4 deficiency dramatically rescued RSL3-induced ferroptosis, as reported (Fig. 4G, H). To rule out the implication of complex death forms such as panoptosis, we used combined inhibitions of different cell death pathways including NSA, zVAD-fmk and z-YVAD. Still, the combined inhibition of complex cell death pathways did not affect NC1-induced cell death (Fig. 4I). Taken together, these data suggest that NC1-induced necrosis represents a previous undescribed cell death pathway other than apoptosis, autophagy, necroptosis, ferroptosis, pyroptosis and parthanatos.

**Fig. 4:**
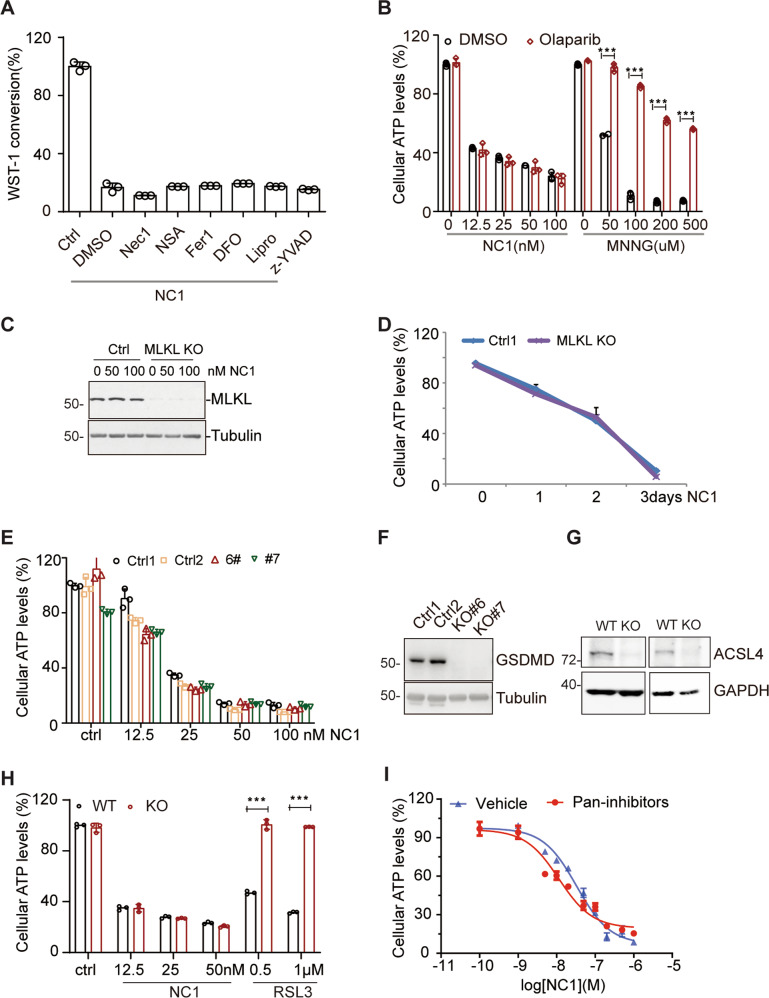
NC1-induced cell death is different from necroptosis, pyroptosis and ferroptosis. **A** MCF-7 cells were treated with NC1 and (or) necroptosis inhibitor Nec-1 and NSA, ferroptosis inhibitor ferrostatin-1 (Fer1) and the iron chelator deferoxamine (DFO), Liproxstatin-1 (Lipro), pyroptosis inhibitor z-YVAD-fmk. Cell viability was determined by measuring cellular ATP levels. **B** MDA-MB-468 cells were treated with indicated concentrations of NC1 or MNNG, in the presence or absence of Olaparib for cell viability analysis. **C**, **D** MLKL was knocked out in MCF-7 cells by CRISPR, then treated by NC1 (50 nM) for different time as indicated. Expression of MLKL was detected by western blotting in MCF-7 control and MLKL knockout cells (**C**). Cell viability was determined by measuring cellular ATP levels by Cell Titer Glo (**D**). **E**, **F** GSDMD was knocked out in MDA-MB-468 cells by CRISPR, then subjected to different concentrations of NC1 treatments for 48 h to measure cell viability (**E**). The expression of GASMD was detected by immunoblotting (**F**). **G**, **H** ACSL4 was knocked out in MDA-MB-468 cells by CRISPR (**G**), then subjected to different concentrations of NC1 or RSL3 treatments overnight to measure cell viability (**H**). **I** MCF-7 cells were precultured with pan-inhibitors (combined treatments of NSA, zVAD-fmk and Z-YAD-fmk, 20 μM each) for 24 h, followed by indicated concentrations of NC1 for overnight. Cell viability was determined by measuring cellular ATP levels. The data are represented as the mean ± SD of triplicate wells. Asterisks indicate significance between the two groups indicated (*p < 0.05; **p < 0.01, **p < 0.001).

### Mitochondria are involved in NC1-induced necrosis

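The RNA came from MCF-7 cells, an oestrogen receptor-positive line of human breast cancer, in 3 samples of NC1-treated cells and 3 samples of untreated control cells. The submitters' description of the study gives 50 nM NC1 for 6 h, whereas the time label of the samples reads Day 0, and neither says whether the control cells received the vehicle. The paper states for its assays in general that they were done at least 3 times, but no source used here says that the 3 RNA samples of a group came from separate cultures, so the p-values measure only the spread between these samples, which may be technical. The labels state that the RNA was extracted with Trizol and that libraries were made from 1 µg of total RNA with an Illumina TruSeq RNA kit. The submitters' processing notes name the aligner HISAT2 2.0.5 and the mouse build mm10, although the gene identifiers and loci of the deposited table are human. The counting program, the annotation and the human build are not given in the sources used here, so coordinates are printed as the table gives them.
The authors deposited values in FPKM, fragments scaled by gene length and library total, for 57773 genes, of which 32197 were above 0 in at least 1 sample. The FPKM of control samples 1, 2 and 3 summed to 755322, 756426 and 757287, and those of NC1 samples 1, 2 and 3 to 745325, 745234 and 748874. FPKM carries no read total, so the absolute depth is unknown. The smallest steps between low values gave depths relative to control sample 1 of 0.993 and 0.793 for the other control samples and of 0.93, 0.944 and 1.03 for the NC1 samples. Mitochondrially encoded subunit genes took 6.70% to 7.58% of the summed FPKM in control samples and 6.91% to 7.06% in NC1 samples. The first principal component held 35.8% of the variance and placed the control samples between −13.3 and −5.97 and the NC1 samples between 8.69 and 12.1.
NC1-treated and control cells were compared on log2(FPKM + 1) with limma, for the 13975 genes at 1 FPKM or more in at least 3 samples, at a Benjamini-Hochberg adjusted p under 0.05. Fold changes are on the log2(FPKM + 1) scale and understate the change of low genes. Before the data were examined, 42 gene lists were fixed, and the 37 with at least 5 genes tested were compared with all other genes by limma's camera at a preset correlation between genes of 0.01. On data simulated from these samples, limma recovered 29.4%, 69% and 90.2% of changes of 0.25, 0.5 and 1 on the log2 scale, and 4.33% of its calls were false. The simulated data held fewer changed genes than were called in the real data. This makes the adjusted threshold stricter, so these rates need not hold for the real comparison. Camera found a simulated shift of −0.1 in the nuclear-encoded genes of oxidative phosphorylation in 10 of 10 runs. The simulated genes were drawn independently of each other, so this rate need not hold for real lists with correlated genes.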

To decipher the mechanism of NC1-induced necrosis, RNA sequencing (RNA-seq) was executed. Bioinformatic analysis of RNA-seq data led to the conclusion that a large proportion of the altered genes were important for oxidative phosphorylation (Fig. 5A, B). 

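After NC1 treatment, transcripts of the nuclear-encoded subunits of oxidative phosphorylation (OXPHOS) were lower by a small amount. Of 79 such genes tested, 30 fell, 0 rose and 49 did not pass at an adjusted p under 0.05 from limma, and the median gene stood at 0.923 times its control level, a log2 fold change of −0.12. Adjusted over the list alone, 41 genes were lower and 0 higher, and at an unadjusted p under 0.05 48 were lower and 0 higher. Genes fell in complex I, the NADH dehydrogenase (11 of 36), in complex III, which reduces cytochrome c (4 of 9), in complex IV, which passes electrons to oxygen (7 of 12), and in complex V, the ATP synthase (8 of 18). Adjusted over each list alone, these counts were 18, 5, 7 and 11, with 0 higher genes in each. Of the 4 genes of complex II, the succinate dehydrogenase, 0 passed limma's test, also when adjusted over the list alone, and 1 was lower at an unadjusted p under 0.05. Of the 13 subunits encoded in mitochondrial DNA, 0 passed limma's test over all genes or adjusted over the list alone, and 1 was lower at an unadjusted p under 0.05. The difference between the nuclear and the mitochondrially encoded subunits was not tested.
NDUFS4, an accessory subunit of complex I on chromosome 5 from 52856463 to 52979168, fell from 76.1 ± 2.67 to 59.5 ± 4.17 FPKM (SD, n = 3 per group). Its log2 fold change was −0.35 (standard error 0.052, adjusted p = 0.0078 from limma). COX7C, a subunit of complex IV on chromosome 5 from 85913721 to 85916779, fell from 439 ± 12.3 to 371 ± 11.1 FPKM (SD, n = 3 per group; log2 fold change −0.24, standard error 0.033, adjusted p = 0.00637 from limma). UQCRH, the hinge protein of complex III on chromosome 1 from 46769303 to 46782448, went from 258 ± 3.29 to 220.4 ± 7.44 FPKM, and ATP5L, a subunit of the ATP synthase on chromosome 11 from 118271869 to 118302211, from 153 ± 4.35 to 132 ± 1.64 FPKM. Their adjusted p from limma was 0.00768 and 0.00825. In complex I, NDUFA1, NDUFB3 and NDUFS5 fell by 0.28, 0.24 and 0.23 on the log2 scale, and in complex III UQCRB and UQCRQ fell by 0.23 and 0.16. With control sample 2, control sample 3, NC1 sample 1 and NC1 sample 3 left out in turn, the adjusted p of UQCRB was 0.0709, 0.0658, 0.0599 and 0.0585 from limma, and that of UQCRQ was 0.055 without control sample 2. NDUFA4, COX7B and COX5B of complex IV fell by 0.28, 0.27 and 0.18, and ATP5E and ATP5C1 of complex V fell by 0.26 and 0.22. SDHA, the flavoprotein of complex II, had a log2 fold change of −0.0092 (adjusted p = 0.876 from limma), and MT-CO1, a catalytic subunit of complex IV encoded in mitochondrial DNA, of −0.10 (adjusted p = 0.269 from limma). Several of these genes, UQCRH among them, have processed pseudogenes and are uncertain where the counting could split shared reads.
In the list test, the nuclear-encoded OXPHOS genes were lower than all other genes (limma's camera, adjusted p = 1.75e-15, and adjusted p = 0.0408 with an estimated correlation). Their median deviation from the control mean was −0.15, −0.13 and −0.11 in the 3 NC1 samples and −0.011, 0.0011 and 0.0089 in the 3 control samples. Camera's adjusted p was 8.02e-08 for complex I (adjusted p = 0.0408 with an estimated correlation), 0.000801 for complex III (adjusted p = 0.0756 with an estimated correlation), 1.76e-06 for complex IV and 3.37e-07 for complex V (each adjusted p = 0.0589 with an estimated correlation). The mitochondrially encoded subunits had a median log2 fold change of −0.042 (adjusted p = 0.181 from camera and 0.569 from limma's rotation test fry). Their estimated correlation was 0.574, far above the preset 0.01, and with it camera's adjusted p was 0.789. Without control sample 1 their median was −0.057 (adjusted p = 0.000842 from camera at the preset correlation, which is too low for this list), with 2 lower genes. Without control sample 3 it was 0.018 (adjusted p = 0.97 from camera), with 0. The 30 changed OXPHOS genes made up 2.15% of the 1396 changed genes. Of the 92 nuclear and mitochondrially encoded OXPHOS genes together, 32.6% changed, against 9.99% of all genes tested (odds ratio 4.43, 95% confidence interval 2.76 to 6.99, two-sided Fisher's exact test, p = 2.29e-09, across genes, which are not independent replicates). Of the nuclear-encoded genes alone, 38.0% changed (odds ratio 5.615). Lists with higher shares than the 92 genes included cytosolic ribosomal proteins (63.3%, odds ratio 16.1), canonical histones (47.4%, odds ratio 8.155) and immediate early and MAPK feedback genes (37.2%, odds ratio 5.39). The share of the last was near that of the nuclear-encoded genes, and the lists were not compared with each other.
GC-rich and long genes had higher log2 fold changes across 11473 protein-coding genes (Spearman's rho 0.336 with GC content and 0.162 with transcript length, across genes, which are not independent replicates). After removal of each library's GC and length trend, a step chosen after seeing the data, the median of the nuclear-encoded OXPHOS list was −0.098 (adjusted p = 9.01e-13 from camera at the preset correlation). That of complex IV was −0.11. Over protein-coding genes alone, 36 nuclear-encoded OXPHOS genes were lower before this step and 23 after it, 15 and 10 in complex I, 5 and 2 in complex III, 7 and 6 in complex IV, and 9 and 5 in complex V. The median of the mitochondrially encoded subunits was 0.047 after it (adjusted p = 0.383 from camera), and 0 after quantile normalization without this step (adjusted p = 0.725 from camera). The odds ratio over protein-coding genes alone was 3.7 before this step and 2.85 after it.
Without the variance trend limma called 14 genes in all, and without the filter on low values 54, with 0 OXPHOS genes among either (odds ratio 0), where the 16 lower OXPHOS genes with the smallest p in complexes I, III, IV and V had adjusted p of 0.0715 to 0.136 and of 0.0586 to 0.121 from limma. Without control sample 2, control sample 3, NC1 sample 1, NC1 sample 2 and NC1 sample 3 in turn, 352, 377, 631, 744 and 469 genes changed, of which 15, 17, 20, 27 and 18 were nuclear-encoded OXPHOS genes. The odds ratios over the 92 nuclear and mitochondrially encoded genes were then 7.83, 8.51, 6.03, 7.63 and 7.24, and 8.89 with a filter of 0.1 FPKM. In the same order, complex I had 6, 6, 7, 11 and 6 lower genes, complex III 1, 2, 2, 3 and 2, and complex V 3, 3, 4, 6 and 4. Without control sample 1 the call went the other way, with 1778 genes changed, 32 of them nuclear-encoded OXPHOS genes. The odds ratio over the 92 genes was then 4.08, below that with all samples.
From the RNA-seq data on up- and downregulated genes and their pathways (Fig. 5A, B), the paper concludes that the genes altered by NC1 belong in large part to oxidative phosphorylation.

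**Figure D1:**
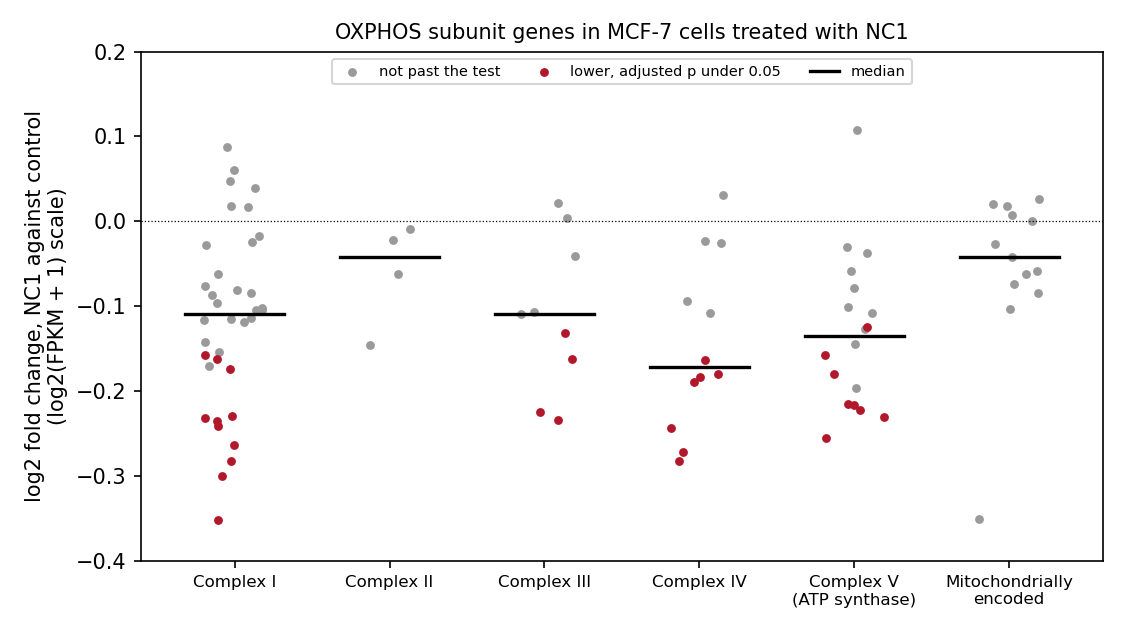
Log2 fold change of each OXPHOS subunit gene (NC1 against control, log2(FPKM + 1) scale, n = 3 per group), by complex and for the subunits encoded in mitochondrial DNA. Each point is a gene, coloured by whether its adjusted p from limma is under 0.05, and lines are medians, which lie between −0.17 and −0.11 for complexes I, III, IV and V.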

The mitochondrial transmembrane potential (∆Ψm) was examined during NC1-induced necrosis and a loss of ∆Ψm actually occurred before plasma membrane rupture (Supplementary Fig. 4A), suggesting that mitochondrial permeability transition (MPT) is involved in NC1-induced necrosis. Therefore, we next investigated if mitochondria participate in NC1-induced necrosis, we generated mitochondrial DNA-depleted cells (ρ° cells) as previously reported [32] and observed that ρ° cells were resistant to NC1-induced necrosis (Fig. 5C). Mitochondrial fusion and division play important roles in cell death. The most efficacious fission inhibitor, mdivi-1 (for mitochondrial division inhibitor) attenuates mitochondrial division in yeast and mammalian cells by acting on dynamin [41]. Mdivi-1 partially suppressed the cytotoxicity of NC1, further supporting the involvement of mitochondria in NC1-induced necrosis (Fig. 5D). Cyclophilin D (CypD) is required for opening of the mitochondrial permeability transition pore (mPTP) [42, 43]. Importantly, knockdown of CypD blocked NC1-induced killing (Fig. 5E). Moreover, cyclosporin A (CsA), which attenuates mitochondrial permeability transition by pharmacologically inhibiting CypD [44], dramatically blocked NC1-induced cell death (Fig. 5F). Together, these data suggest that NC1 drives mitochondria regulated necrosis.

**Fig. 5:**
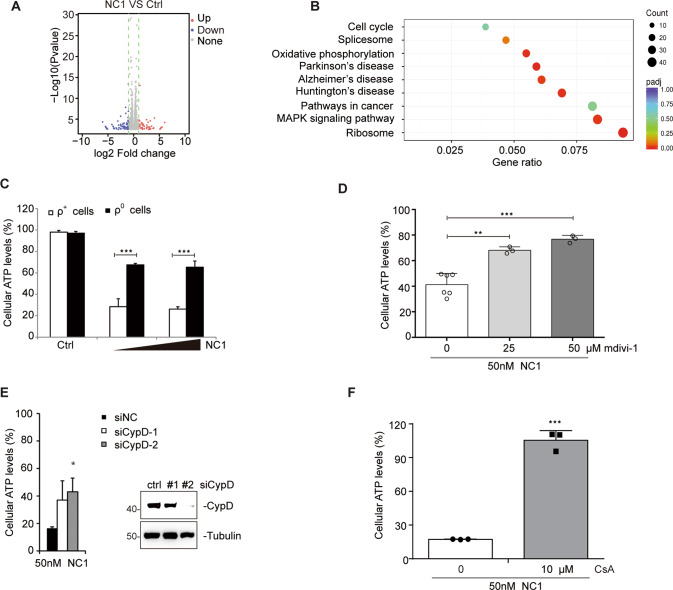
Mitochondria is crucial for NC1-induced cell death. **A** Volcano plot of upregulated or downregulated genes in MCF-7 cells subjected to NC1 treatment. **B** The Ingenuity Pathway Analysis (IPA) of RNA-seq. **C** The mitochondria-depleted MCF-7 cells as well as the control cells were treated with NC1. Cell viability was determined by measuring cellular ATP levels. **D** MCF-7 cells were pre-treated by mitochondrial division inhibitor mdivi-1 (0, 25, 50 μM) for 2 h, followed by NC1 (50 nM) for overnight to measure cellular ATP levels. **E** Inhibition of NC1-induced killing by knockdown of cyclophilin D (CypD). Cells were subjected to the knockdown of CypD using suitable siRNAs. Forty-eight hours post-transfection the cells were treated with NC1 (50 nM, left) to measure cellular ATP levels, and the efficacy of the knockdown was determined by immunoblot (right). **F** MCF-7 cells were pre-treated by mitochondrial permeability transition pore (mPTP) inhibitor cyclosporin A (CsA, 5 μM) for 2 h, followed by NC1 (50 nM) treatment for overnight to measure cell viability. Cell viability was determined by measuring cellular ATP levels. The data are represented as the mean ± SD of triplicate assessments. Asterisks indicate significance between the two groups indicated (*p < 0.05; **p < 0.01, **p < 0.001).

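With NC1, TXNIP, which encodes a thioredoxin-binding α-arrestin, fell from 71.3 ± 1.5 to 21.4 ± 1.56 FPKM (SD, n = 3 per group). It lies on chromosome 1 from 145438469 to 145442635, and its log2 fold change was −1.69 (standard error 0.053, adjusted p = 3.61e-07 from limma). ARRDC3, another α-arrestin gene, fell from 29.7 ± 0.484 to 11.7 ± 1.14 FPKM (log2 fold change −1.27, standard error 0.067, adjusted p = 2.77e-05 from limma). MYC, which encodes a transcription factor of growth and proliferation, fell from 49.6 ± 2.48 to 30.8 ± 1.75 FPKM (adjusted p = 0.000472 from limma). PPP1R15A, which directs the dephosphorylation of eIF2α, rose from 17.6 ± 0.467 to 31.7 ± 1.93 FPKM (adjusted p = 0.000193 from limma). SLC38A2, a sodium-coupled transporter of neutral amino acids, rose from 183 ± 8.28 to 279 ± 15.8 FPKM (adjusted p = 0.000373 from limma). VMP1, which acts in autophagosome formation and was named after its value was seen, fell from 2305 ± 123 to 1568 ± 31.2 FPKM (adjusted p = 0.000219 from limma). The microRNA gene MIR21 overlaps the VMP1 locus and is listed at 0 in all 6 samples.
Over all genes, 667 were higher and 729 lower with NC1 at an adjusted p under 0.05 from limma, so that 47.8% of the changed genes were higher. With each sample rescaled to a sum of 1000000, 900 were higher and 577 lower (60.9% higher). The changes were small, with medians of 0.22 and −0.23 on the log2 scale. The NC1 and control values did not overlap for 4430 genes (31.7%, where chance gives 10% for a single gene). Genes are not independent replicates, so a trend shared by many genes can move this share far from 10%. Beyond 2-fold, 3 genes rose and 8 fell. These 11 are TXNIP, ARRDC3, SMN1 and 8 loci of 70 to 134 nt, with group means between 0.241 and 6.45 FPKM. SMN1 (30.0 to 61.2 FPKM, adjusted p = 0.0404 from limma) was named after its value was seen, its groups overlapped, and reads shared with its copy SMN2 make it uncertain. Of the 15 largest rises and the 15 largest falls among named genes with no overlap, 9 and 6 lay at loci under 200 nt, such as SNORD103B and MIR193A. Those at longer loci included the histone gene HIST4H4 (10.4 ± 1.02 to 5.81 ± 0.932 FPKM). Upon leaving out control sample 2, control sample 3, NC1 sample 1, NC1 sample 2 and NC1 sample 3 in turn, 151, 169, 255, 323 and 213 genes were higher and 201, 208, 376, 421 and 256 lower. Without control sample 1, 964 genes were higher and 814 lower, more than with all samples. Beyond 2-fold, 19 genes passed without control sample 1 and 18 without NC1 sample 1.
Of 79 genes of cytosolic ribosomal proteins, 50 fell, 0 rose and 29 did not pass limma's test, with a median of 0.912 times the control level. Adjusted over the list alone, 58 were lower and 0 higher. RPS27, of the small subunit, fell from 1255 ± 18.1 to 1040 ± 18.6 FPKM (log2 fold change −0.27, standard error 0.027, adjusted p = 0.00176 from limma), and RPL35A, RPL31 and RPS24 fell by 0.24, 0.24 and 0.28 on the log2 scale. The list was lower than all other genes (adjusted p = 6.27e-25 from camera, and adjusted p = 0.0756 with an estimated correlation). Its median log2 fold change was −0.13, and −0.070 after quantile normalization, with 28 lower genes. Ribosomal protein genes have many near-identical pseudogenes and are uncertain where the counting could split shared reads. Without control sample 2, control sample 3, NC1 sample 1 and NC1 sample 3 in turn, 22, 24, 29 and 32 were lower, and without the variance trend or the low-value filter 0 and 1. At an unadjusted p under 0.05, 60 were lower and 0 higher.
Of 63 core spliceosome genes, 17 fell and 2 rose (23 and 2 adjusted over the list alone). SRSF7, a splicing factor, fell from 232 ± 1.60 to 191 ± 1.35 FPKM (log2 fold change −0.28, adjusted p = 0.0016 from limma), and SNRPE and SNRPG, of the Sm ring, fell by 0.24 and 0.30. The 2 that rose, SF3A1 and SF3A2, belong to the U2 particle and were named after their values were seen. The median of the list was −0.046, and −0.027 with each sample rescaled to a sum of 1000000 (at −0.046, adjusted p = 2.7e-05 from camera, and adjusted p = 0.0497 with an estimated correlation). Of the 16 lists past camera's threshold at the preset correlation, the calls of the nuclear-encoded OXPHOS, complex I, mitochondrial ribosomal protein and spliceosome lists held with an estimated correlation. That setting does not isolate the effect of correlation between genes. It also raised camera's unadjusted p of some lists estimated below the preset 0.01, such as complex I (correlation −0.0107, p from 8.68e-09 to 0.0026). Upon leaving out control sample 2, control sample 3 and NC1 sample 3 in turn, 9, 9 and 10 spliceosome genes were lower; 0 were higher in these and without NC1 sample 1, and 1 without NC1 sample 2. Without the variance trend 0 genes of the list passed limma's test, and without the low-value filter 1, against 5 higher and 27 lower at an unadjusted p under 0.05 with both.
Of 74 genes of the MAPK cascades and their growth factor inputs, 11 rose and 1 fell (12 and 1 adjusted over the list alone), with a median of 0.092 (adjusted p = 1.09e-06 from camera, and adjusted p = 0.0756 with an estimated correlation). Those that rose include the transcription factors JUND (164 ± 10.1 to 217 ± 3.94 FPKM, adjusted p = 0.00257 from limma), SRF and ELK1, whose log2 fold changes were 0.40, 0.24 and 0.23, and the kinase TAOK1 (0.24). With control sample 2 left out, the adjusted p from limma was 0.0511 for ELK1 and 0.0554 for TAOK1, and with control sample 3 left out 0.0526 for TAOK1. The gene that fell is MAP3K1 (log2 fold change −0.20), named after its value was seen. Without control sample 2, control sample 3, NC1 sample 1 and NC1 sample 3 in turn, 3, 3, 5 and 6 were higher; without any of these or NC1 sample 2, 0 were lower. Without the variance trend or the low-value filter, 0 passed limma's test, against 26 higher and 2 lower at an unadjusted p under 0.05 with both.
Of 43 immediate early and MAPK feedback genes, 8 rose and 8 fell (10 and 13 adjusted over the list alone), and the list did not pass the list test, which looks for a shift in 1 direction (adjusted p = 0.861 from camera). Without regard to direction, 37.2% of the list changed, against 9.99% of all genes tested (odds ratio 5.39, adjusted p = 2.45e-05 from Fisher's exact test on the genes called by limma, across genes, which are not independent replicates). EGR3, an early growth response factor, and GADD45B fell by 0.53 and 0.35, whereas DUSP8, a MAPK phosphatase, had a log2 fold change of 0.36. The median of this list was 0.025 and its mean −0.038. Upon leaving out control sample 2, control sample 3, NC1 sample 2 and NC1 sample 3 in turn, 2, 3, 5 and 4 were higher and 4, 4, 5 and 3 lower.
Of 37 genes of G1/S and DNA replication, 2 rose (E2F1 and GINS1) and 2 fell (CCNE2 and RFC3), as also when adjusted over the list alone, with a median of −0.0036 (adjusted p = 0.586 from camera). Of 38 genes of G2/M and mitosis, HMMR, MAD2L1, PTTG1 and CDK1 fell by 0.32, 0.21, 0.19 and 0.18, and AURKB rose (log2 fold change 0.14; named after its value was seen). Adjusted over the list alone, 5 were lower and 1 higher. The G2/M median was −0.039 (adjusted p = 0.0382 from camera, and adjusted p = 0.726 with an estimated correlation). Without control sample 2, control sample 3 and NC1 sample 3 in turn, camera's adjusted p was 0.252, 0.0811 and 0.0929. It was 0.099 with each sample rescaled to a sum of 1000000 and 0.0737 without the variance trend, and fry gave 0.253. Without control sample 1, 7 genes of G2/M were lower, without control samples 2 or 3 or NC1 sample 2 in turn 0, and without NC1 samples 1 or 3 in turn 1; 1 was higher without control sample 1 and NC1 sample 2 in turn, and 0 without the others. Without control sample 1, 1 gene of G1/S was higher and 3 lower, and without each other sample in turn 1 was higher and 0 lower.
GC-rich genes had higher log2 fold changes, with a median of −0.051 in the 20% of protein-coding genes lowest in GC content and 0.071 in the 20% highest. With each library's GC and length trend removed, a step chosen after seeing the data, the medians were −0.12 for the ribosomal protein list (adjusted p = 1.73e-23 from camera), −0.049 for the spliceosome (adjusted p = 0.000364), 0.082 for MAPK (adjusted p = 1.1e-05) and −0.0050 for G2/M (adjusted p = 0.395). The median of the immediate early and MAPK feedback list was then −0.021 (adjusted p = 0.12 from camera), with 7 genes higher and 13 lower by limma, against 9 and 9 over protein-coding genes alone before this step. All these adjusted p from camera are at the preset correlation of 0.01. For the ribosomal protein list the correlation estimated in the main comparison was 0.159.

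**Figure D2:**
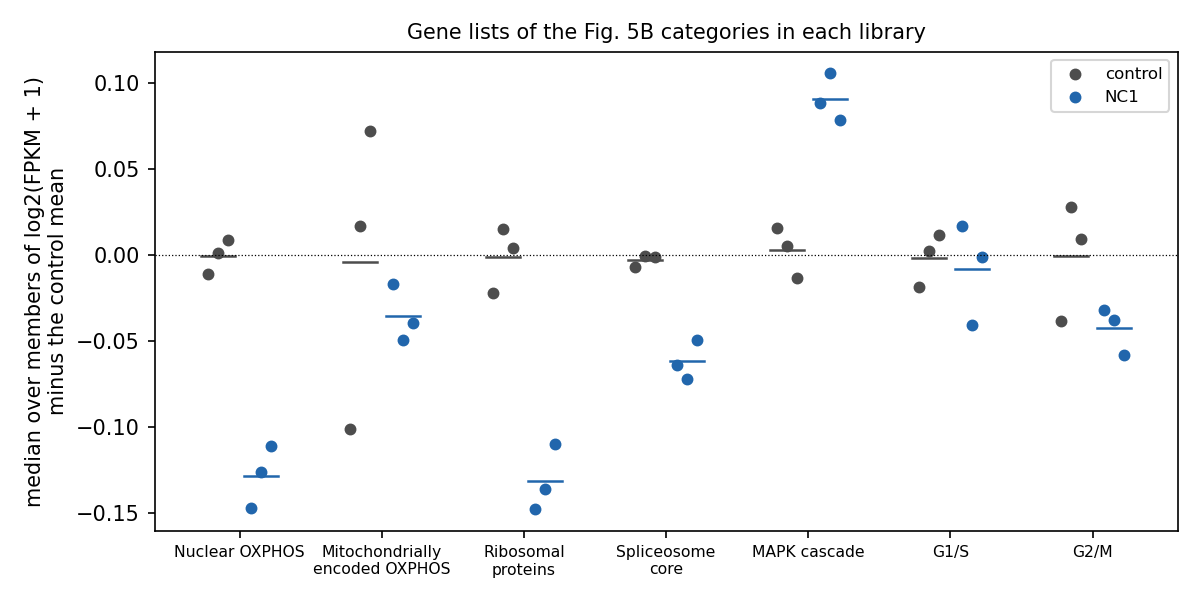
Median log2 deviation from the control mean of 7 gene lists in each of the 3 control and 3 NC1 samples (log2(FPKM + 1) scale), each point 1 sample and each line the mean of a group. The ribosomal protein list lies between −0.15 and −0.11 in the NC1 samples and between −0.022 and 0.015 in the control samples.

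**Figure D3:**
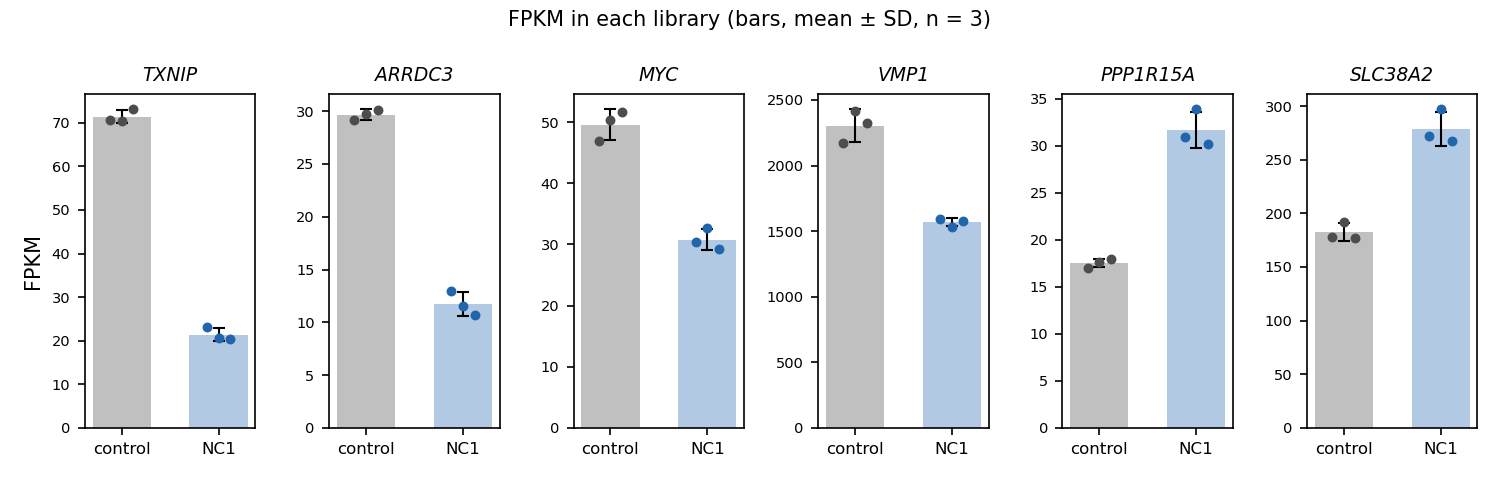
FPKM of TXNIP, ARRDC3, MYC, VMP1, PPP1R15A and SLC38A2 in each of the 3 control and 3 NC1 samples, with the mean and SD of each group. The NC1 samples lie below the control samples for TXNIP, ARRDC3, MYC and VMP1 and above them for PPP1R15A and SLC38A2.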

NC1 provoked a rapid increase in the production of ROS in MCF-7 cells, as detected by flow cytometry upon staining with the ROS-sensitive dye 2’,7’-dichlorofluorescein-diacetate (DCFH-DA) (Fig. 6A). As a positive control for ROS induction we used, tert-butyl hydroperoxide (tBH), an alkyl hydroperoxide. NC1 increased the signal measured by the ROS probe MitoSOX (which detects ROS at mitochondria) but not that one measured by C11- BODIPY (which detects lipid peroxidation) (Fig. 6B, C). In contrast to MCF-7 cells which are killed by NC1 and produced ROS, NC1-insensitive U2OS and MEF cells did not produce DCFH-DA- and MitoSOX-detectable ROS upon NC1 exposure, suggesting a correlation between ROS production and sensitivity to NC1 (Fig. 6D–F). Indeed, four cell lines including PC-3 prostate cancer cells and three human breast cancer cell lines (MDA-MB-468, MCF-7 and HCC1143), which are all highly sensitive to NC1, exhibited high ROS production at baseline. In contrast, basal ROS levels were much lower in NC1-resistant A549 lung cancer cells and U2OS osteosarcoma cells (Fig. 6G, H). These data suggest that high basal ROS levels predispose to NC1-induced cancer cell killing. Accordingly, two necrosis inhibitors (NecroX-2 and NecroX-5) that scavenge mitochondrial ROS blunted NC1 cytotoxicity (Fig. 6I). All these data suggested that mitochondrial ROS production is involved in NC1-induced necrosis.

**Fig. 6:**
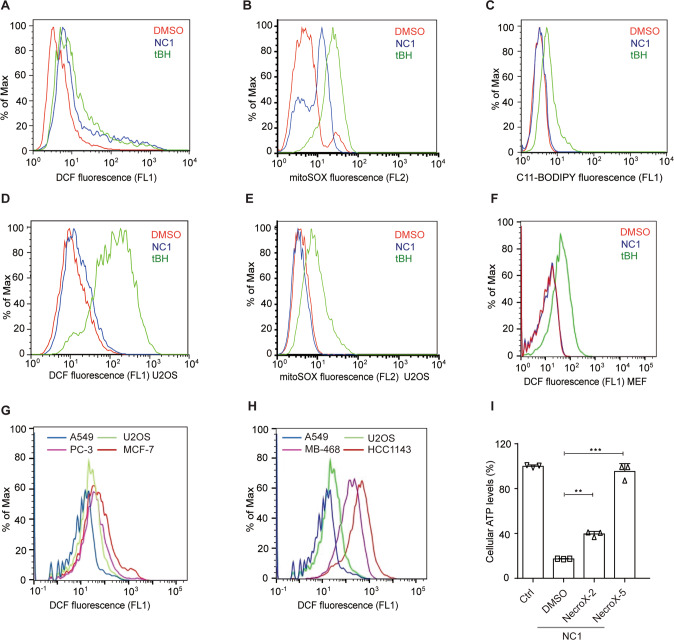
High basal ROS levels in the cancer cell lines correlate with their sensitivity to NC1-induced cell death. MCF-7 cells were treated with DMSO, indicated concentrations of NC1 (50 nM) or tert-butyl hydroperoxide (tBH, 100 μM) for 4 h, cytosolic, mitochondria and lipid ROS production assessed by flow cytometry using H2DCFDA (**A**), MitoSox (**B**) and C11-BODIPY (**C**) respectively. Cytosolic and mitochondria ROS production assessed over time (4 h) by flow cytometry using H2DCFDA (**D**) and MitoSox (**E**) in U2OS cells, or H2DCFDA (**F**) in MEF cells. **G**, **H** Cytosolic ROS production assessed over time (4 h) by flow cytometry using H2DCFDA in sensitive PC-3, MCF-7, MDA-MB-468, HCC1143 cell lines and insensitive A549 and U2OS cells. **I** MCF-7 cells were treated with NC1 and (or) necrosis inhibitor with antioxidant activity NecroX-2 and NecroX-5. Cell viability was determined by measuring cellular ATP levels. The data are represented as the mean ± SD of triplicate wells. Asterisks indicate significance between the two groups indicated (*p < 0.05; **p < 0.01, **p < 0.001).

### Immunogenic cell death induced by NC1

Immunogenic cell death (ICD) induced by anthracyclines (such as mitoxantrone, MTX) is characterized by the exposure of calreticulin (CALR) on the cell surface, the secretion of ATP during the blebbing phase of apoptosis, as well as the cellular release of HMGB1 from the nucleus and the permeabilized plasma membrane [45]. NC1 was capable of inducing these hallmarks on MCF-7 breast cancer cells as efficiently as did MTX (Fig. 7A–D). This phenomenon was accompanied by an endoplasmic reticulum stress response (as illustrated by the phosphorylation of the eukaryotic translation initiation factor, eIF2α) (Fig. 7E). NC1 and MTX both were equivalent in inducing the ICD hallmarks. Of note, the NC1-induced CALR exposure, ATP and HMGB1 release were inhibited by CsA and necroX-5 (Fig. 7F–H). Altogether, these results suggest that NC1 can induce a type of mitochondria regulated necrosis that bears biochemical and functional hallmarks of ICD.

**Fig. 7:**
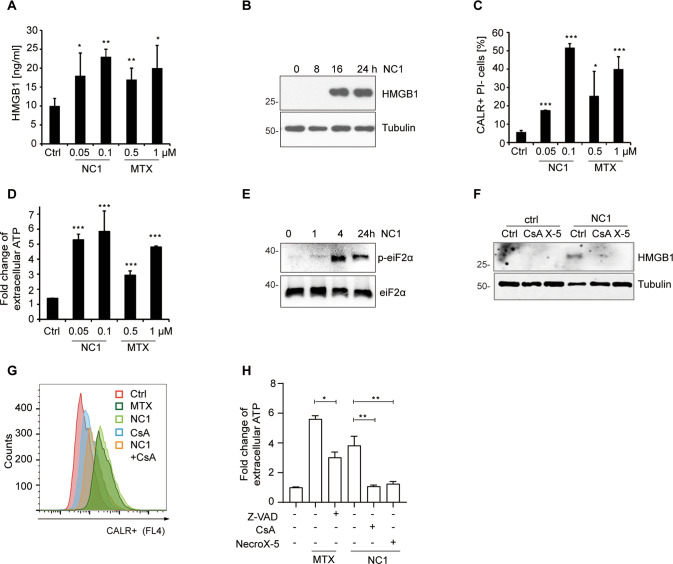
NC1-induced immunogenic cell death (ICD). Induction of the hallmarks of ICD in MCF-7 cells treated with NC1 or mitoxanthrone (MTX) for 48 h, followed by the release of ELISA-detectable HMGB1 (**A**), immunoblotting detection of HMGB1 in the supernatant of untreated control (Ctrl) or NC1(100 nM)-treated cells by indicated times (**B**), cytofluorometric analysis of calreticulin (CALR) exposure on viable (PI^−^) cells (**C**) or the release of ATP into the supernatant by means of a luciferase-based assay (**D**). Results are shown as means ± SD of triplicates, and asterisks indicate significant (*p* < 0.05) effects as compared to untreated controls (Ctrl). **E** Induction of eIF2α phosphorylation by NC1, as determined by immunoblot. **F**–**H** Impact of CsA, NecroX-5 (X-5) or Z-VAD-fmk on ICD hallmarks induced by NC1 or MTX. MCF-7 cells were treated with the indicated combinations of drugs, and HMGB1 release (**F**), calreticulin exposure (**G**) and ATP release (**H**) and were measured. Results are shown as means ± SD of triplicates and are representative of at least three experiments. Asterisks indicate significance compared with control group, or otherwise the two groups indicated (*p < 0.05; **p < 0.01, **p < 0.001). All experiments have been repeated at least three times with similar results.

## Discussion

In this paper, we report the characterization of a small molecular compound, (*S*’)-3-cycloheptyl-3-(4-hydroxyphenyl)6-methoxy-7-methyl-1,3-dihydroindole-2-one (NC1), which kills a panel of human cancer cells by inducing regulated necrosis. The necrotic demise induced by NC1 is distinct from necroptosis in thus far that it neither depends on TNFR1 signaling nor requires caspase-8 inhibition. Characterization of NC1-elicited signals point to the involvement of mitochondria through a non-conventional pathway leading to regulated necrosis. The robust anti-tumor effects of NC1 suggest that the induction of regulated necrosis holds promising potential for the development of future anticancer therapies.

Resisting cell death, especially apoptosis is a hallmark of cancer. One mechanism by which tumor cells develop resistance to cytotoxic agents and radiation is related to disabling of the pathways leading to apoptosis. Our results presented here indicate that NC1 does not activate apoptotic signaling pathways, but directly induces necrotic cell death in a series of human cancer cells. NC1 fails to induce the hallmarks of apoptosis (cellular and nuclear shrinkage with global chromatin condensation) and rather triggers the morphological characteristics of necrosis (oncosis, rather partial peripheral chromatin condensation without nuclear pyknosis, plasma membrane rupture without preceding blebbing) [46–48]. At the functional level, NC1 fails to activate caspases and kills cells in a fashion that is not perturbed by the addition of caspase inhibitors, nor modulated by changes in the expression level of prominent multidomain proteins from the Bcl-2 family including BCL2 itself, BAX and BAK. It is worth mentioning that NC1 also kills TP53-mutant MDA-MB-468 cells [49], therefore it will be interesting to explore to which extent NC1 acts in a TP53-independent fashion.

Several effectors of necrotic cell death have been reported. The phosphorylated MLKL binds to phosphatidylinositol lipids, moves from the cytosol to the plasma and intracellular membranes and directly disrupts membrane integrity, resulting in necroptosis [50]. Gasdermin D (GSDMD), a gasdermin-family member, is cleaved by both caspase-1 and caspase-11/4/5 to release its gasdermin-N domain that perforates the plasma membrane to induce cell swelling and pyroptosis. However, neither suppression of MLKL nor GSDMD blocked NC1-induced cell death. Ferroptosis is usually accompanied by a large amount of iron accumulation and lipid peroxidation during the cell death process. However, we were unable to detect lipid peroxidation upon NC1 treatment. Moreover, the iron chelator DFO, which inhibits ferroptosis, failed to block NC1-induced cell death. However, our data demonstrated that mitochondria play a critical role in NC1 induced cell death. Knockdown of cyclophilin D, which is required for the pro-necrotic permeabilization of mitochondrial membranes, confers partial protection against NC1-mediated cell killing. Moreover, CsA, which attenuates mitochondrial permeability transition, strongly inhibited NC1-induced cell death. Together, these data suggest the obligate contribution of mitochondria to the lethal signaling cascade triggered by NC1.

In summary, NC1 induces necrotic cell death in a series of cancer cell lines. Moreover, NC1 induces therapeutic necrosis of human cancer xenografts in vivo. For its cytotoxic activity, NC1 did not require effector molecules involved in apoptosis, ferroptosis, necroptosis or pyroptosis, but did involve mitochondrial permeability transition and ROS production. In sum, our results support the notion that the induction of programmed necrosis may constitute a future approach for anticancer therapy.

## Materials and methods

### Reagents

The necrocide 1 (TP202377) compound was synthesized as described previously [35]. The following reagents are purchased from companies: Hematoxylin, eosin, Acridine Orange and Hoechst 33342 (Sigma). Sytox Green (Invitrogen). z-VAD-fmk (ApexBio). Necrostatin-1, Necrostatin-5, Ferrostatin-1, Desferrioxamine (DFO), 3-MA, α-Tocopherol (Sigma), NecroX-2 and NecroX-5 (Enzo Life Sciences). Human recombinant TNF-α (R&D Systems). ENLITEN ATP assay kit (Promega). The following antibodies were used: PARP (Cell Signaling Technology, 9542), caspase-7 (Cell Signaling Technology, 9746), CyPA (Santa Cruz), HMGB1 (Cell Signaling Technology, 3935), MLKL (Novus Biologicals, NBP3-03885), GSDMD (Thermo Fisher), beta tubulin (Sigma, T2200), TNF neutralizing antibody (R&D Systems), Cathepsin L (BD Transduction Laboratories, 611084). Full and uncropped western blots were uploaded in the Supplementary Material.

### Cell culture

All cell lines were obtained from ATCC (ATCC/LGC Promochem, Borås, Sweden). Cell culture reagents were obtained from Invitrogen except otherwise stated. All cell lines were maintained according to American Type Culture Collection guidelines in Dulbecco’s modified Eagle’s medium (DMEM, Sigma) containing 10% Fetal Bovine Serum (FBS) 100 U/ml penicillin, and 100 mg/ml streptomycin. For experiments, cells were trypsinized and seeded in dishes (Santa Cruz) and allowed to grow to reach 70% confluence at 37 °C with 95%/5% air/CO_2_ and 80% relative humidity. Cells were treated with compound for indicated concentrations and periods (necrocide 1, TNFα (20 ng/ml), TNF neutralization antibody (2 μg/ml), necrostatin-1 (20 μΜ), necrostatin-5 (20 μΜ), z-VAD-fmk (10 μΜ), 3-MA (10 mM). Cells were rinsed with cold PBS, harvested by scraping into PBS and isolated by centrifugation at 700 × *g* for 5 min, and cell pellets were stored at −80 °C until processing. Cell transfection was performed with Lipofectamine RNAiMAX (Invitrogen) or HiPerfect (Qiagen) according to the protocol provided by the manufacturer. Primers for siRNAs and sgRNAs were listed in Supplementary Table 1. GSDMD KO cells were established as previously described [33].

### Immunofluorescence staining

Cells were grown to 70–80% confluence in 6-well dishes with coverslides, treated with necrocide 1 for 24 h and were fixed with 4% paraformaldehyde solution in PBS at room temperature for 20 min. After permeabilization with PBS buffer containing 0.1% Triton X-100 at room temperature for 20 min, cells were incubated with primary antibodies (anti-cytochrome c, or anti-cathepsin L) at 37 °C for 2 h. After washing with PBS buffer containing 0.1% Triton X-100, cells were incubated with Rhodamine red conjugated secondary antibodies at 37 °C for 2 h. Slides were examined by using a laser scanning confocal microscope (Zeiss LSM 510 META UV/Vis).

### Transmission electron microscopy analysis

For electron microscopy, cells were fixed with 2% glutaraldehyde in 0.1 M sodium cacodylate buffer (pH 7.2) for 2 h followed by 1% osmium tetroxide in 0.1 M sodium cacodylate buffer (pH 7.2) for 2 h. Samples were enblocked with 0.5% aqueous uranyl acetate overnight and treated by low-temperature dehydration and infiltration with a graded series of Epon/Araldite, which was followed by the embedment in 100% Epon/Araldite. Thin sections (60 nM) were cut and stained with Reynalds lead citrate and analyzed with a FEI Tecnai 12 Transmission electron microscope.

### Viability and cell death assays

Cell viability and dose-response curves were measured by WST-1 proliferation assay (Roche), lactate dehydrogenase assay (LDH cytotoxicity detection kit, Roche) or Cell Titer Glo (Cell Titer Glo Assay Kit, Promega) according to manufacturers’ instructions. Cells were treated at indicated concentrations for 72 h. The IC_50_ [nM] was estimated from the dose-response curves by nonlinear regression using GraphPad Prism. For necrocide 1 induced death in BCL2-overexpressing cells, MCF-7 cells stable transfected with empty vector (MCF-7-neo2) or a vector coding for BCL2 (MCF-7-BCL2-wt) were left untreated or treated with 50 and 500 nM necrocide 1 for 10 h. Viability was determined by counting trypan blue negative cells. For each condition, three randomly chosen fields of 100 cells were counted. Columns, mean from three independent triplicate experiments. Necrotic cell death was analyzed by an Olympus IX microscope in the UV channel. Cells were stained with cell-permeable Hoechst 33342 2.5 μg/ml (Sigma) for 10 min. Survival was determined by counting of trypan blue negative cells. Three randomly chosen fields containing a minimum of 100 cells were counted.

### Establishment of mtDNA-depleted MCF-7 cells

As previously reported [51], to develop partially mtDNA-depleted cell lines, we exposed MCF-7 cells to EtBr (0.2 µg/ml) in DMEM medium supplemented for 8 weeks with pyruvate and uridine, which are shown to be essential for the growth of mtDNA-depleted cells. The mtDNA content from MCF-7 cells cultured with or without EtBr was monitored routinely by amplifying total DNA using the following primers: tRNA-Leu (UUR)-F: CAC CCA AGA ACA GGG TTT GT; tRNA-Leu (UUR)-R: TGG CCA TGG GTA TGT TGT TA; microglobulin-F: TGC TGT CTC CAT GTT TGA TGT ATC T; microglobulin-R: TCT CTG CTC CCC ACC TCT AAG T.

### Measurement of reactive oxygen species

Production of reactive oxygen species was determined using H2DCFDA (H2-DCF, DCF, Invitrogen), MitoSox (Invitrogen), BODIPY 581/591 C11 (Invitrogen) and measured by flowcytometry according to manufactures instructions. Briefly, MCF-7 cells were seeded 5 × 10^4^ cells/well in a 12 well plate. Cells were incubated with drugs in the medium for 2 h at the final indicated concentrations.

### In vivo efficacy studies

The anti-tumor effect in vivo was tested in subcutaneous PC-3 prostate and MCF-7 breast (s.c.) xenograft models. Female NMRI nude mice (4–5 weeks) were obtained from Taconic. After at least 1 week of acclimatizing period, each mouse was injected with 1 × 10^7^ in vitro grown cells washed once with PBS and suspended in 100 ml of PBS + 100 ml matrigel (BD). When the tumor volume was about 200–1000 mm^3^ (as indicated), the mice were randomly divided into two groups: NC1 group and control group. NC1 was formulated in 2% DMSO, 20% HP-b-CD and isotonic saline and given *i.v.* or oral at 10 ml/kg. The PC-3 cells were grown in RPMI + 10% FBS, washed once with PBS and suspended in 100 ml of PBS + 100 ml matrigel (BD). Tumor volume (tv) is determined from perpendicular tumor diameters D1 and D2. Tv = p × ((D1 + D2)/2)3⋅1.6. Treatment started at tumor volumes around 200–400 mm^3^, or up to 1000 mm^3^. The experiments were conducted at TopoTarget Copenhagen, and approved by the Experimental Animal Inspectorate, Danish Ministry of Justice; and repeated at Shanghai Jiaotong University School of Medicine, with all related procedures reviewed and approved by the Institutional Animal Care and Use Committee of Shanghai Jiao Tong University School of Medicine.

### Statistical analyses

All assays were conducted at least three times and reproducible results were obtained. All the data are shown as mean ± s.d. unless stated otherwise. The statistical significance between different groups was analyzed by one-way ANOVA (Prism; GraphPad) unless stated otherwise. Statistical significance was defined as *p < 0.05; **p < 0.01; ***p < 0.001.

## Supplementary information

Supplementary file

Original Data File

Supplementary Movie 1

checklist

## Data Availability

Bulk RNA-Seq data were deposited in the NCBI’s Gene Expression Omnibus (GEO) database (GEO GSE226801).

# Supplementary material for: Necrocide 1 mediates necrotic cell death and immunogenic response in human cancer cells
**Source:** Cell Death Dis. 2023 Apr 5;14(4):238. doi: 10.1038/s41419-023-05740-0
**Supplement:** Supplementary file 1 — Supplementary file

**Necrocide 1 Mediates Necrotic Cell Death and Immunogenic Response in Human Cancer Cells**

Jing Zhang^1,* +^, Christina Trojel-Hansen^2,3,* +^, Jianghuang Wang^1,*^, Zili Zhang^1^, Xing Wang^1^, Yuhui Qiao^1^, Huike Jiao^1^, Mickaël Michaud^2,3^, Oliver Kepp^2,3^, Marja Jäättelä^4,5^, Guido Kroemer^2,3,6,^ ^+^ and Qing Zhong^1, +^

^2^Equipe labellisée par la Ligue contre le cancer, Université de Paris Cité, Sorbonne Université, INSERM UMR1138, Centre de Recherche des Cordeliers, Paris, France

* : These authors contributed equally to this work.

Qing Zhong, ; Guido Kroemer, ; Christina Trojel-Hansen, ; Jing Zhang, 

**Running title:** Regulated necrosis and anticancer therapy

**Keywords:** programmed cell death**,** TNF independent，necrosis，mitochondria, immunogenic cell death

**Supplementary Figures**

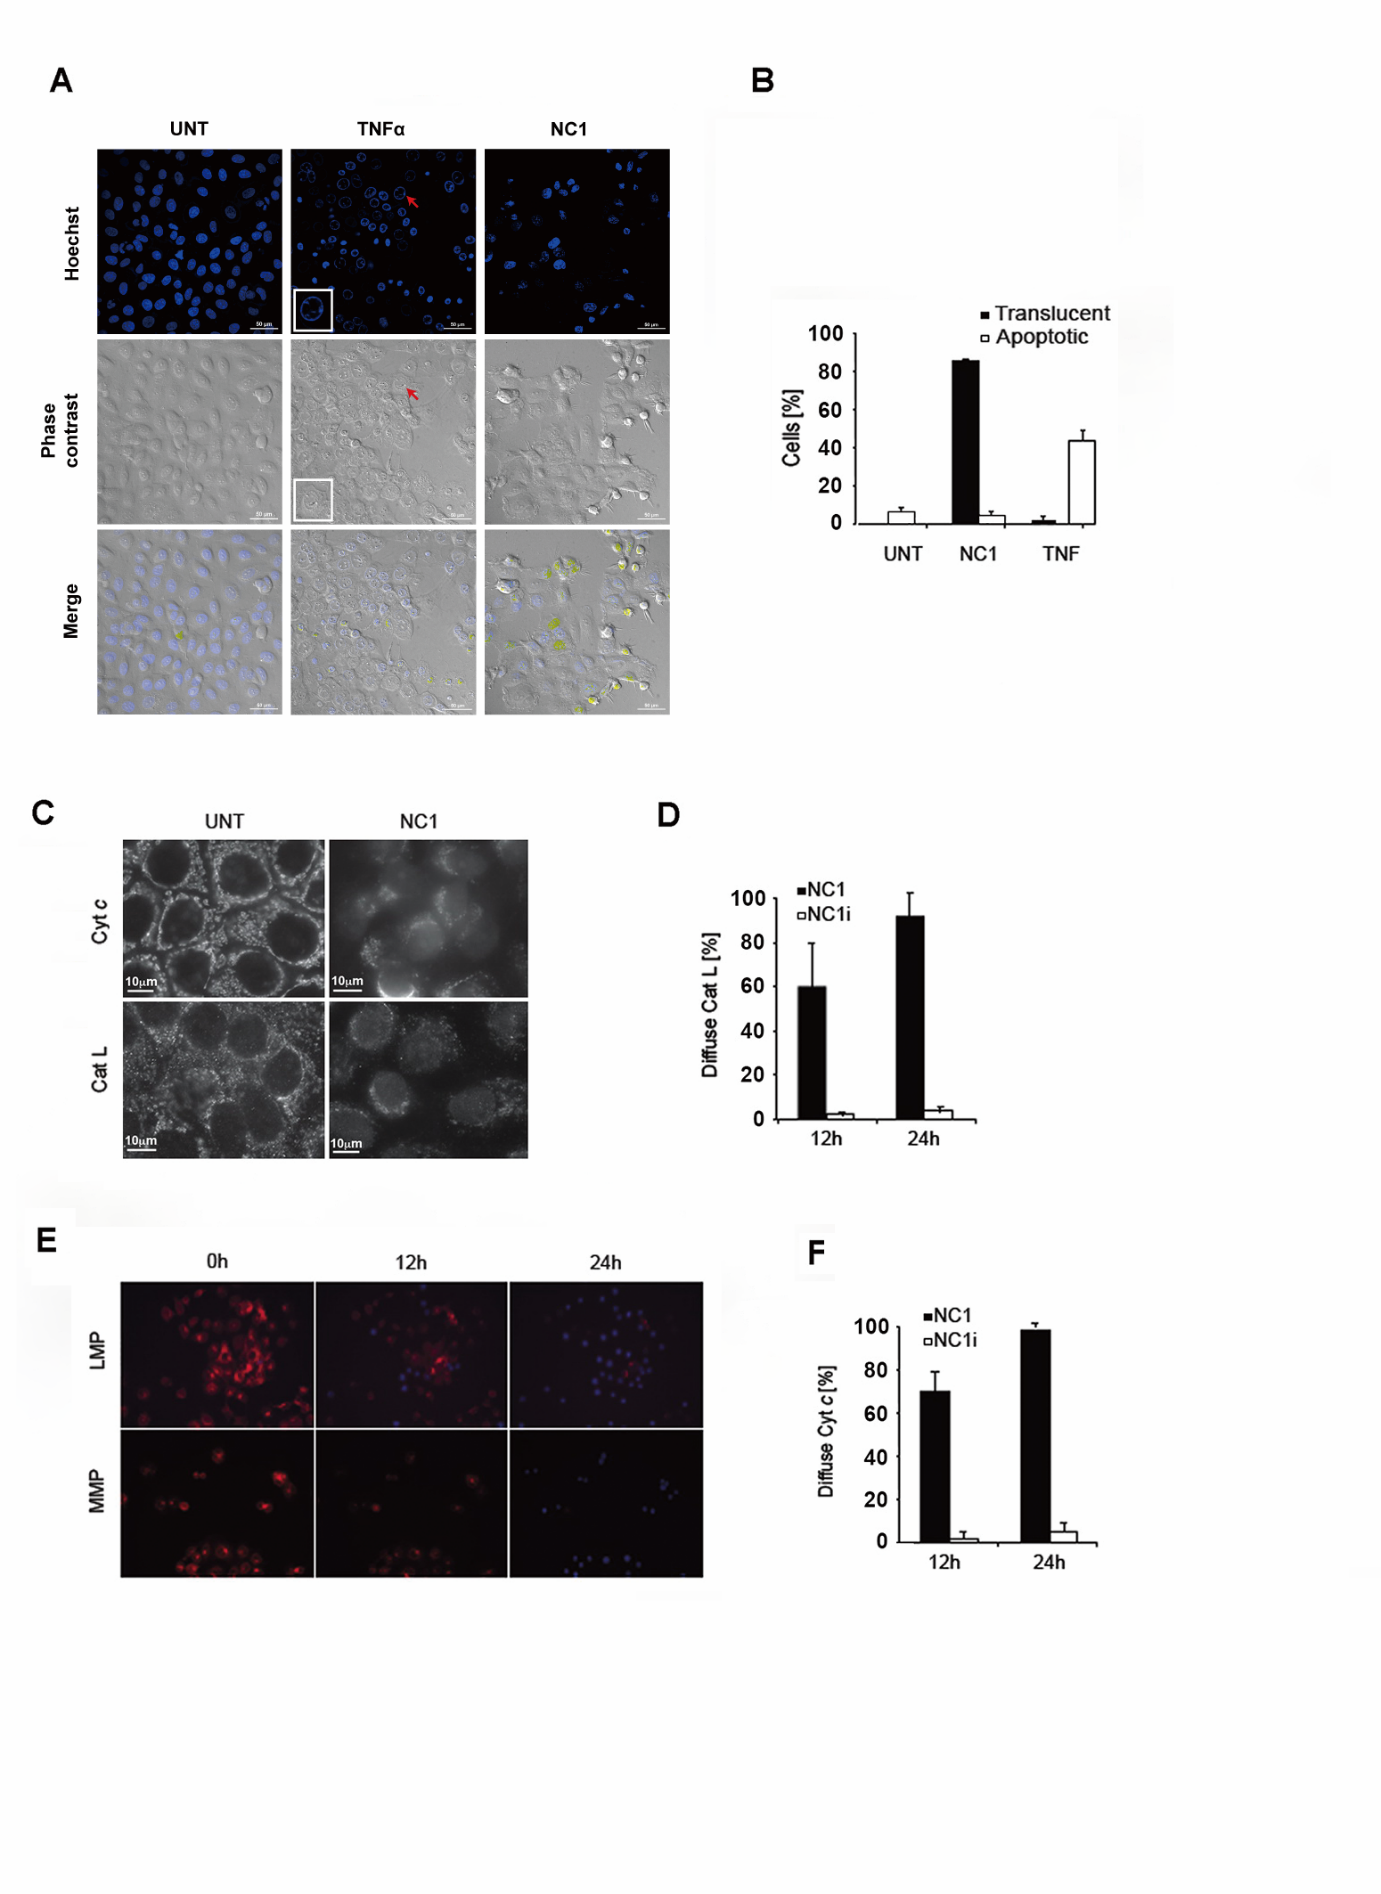

***Supplementary Figure 1.* NC1 induces regulated necrosis in human cancer cells. (A)** NC1-treated or untreated (UNT) MCF-7 cells were stained with Hoechst 33342 to visualize chromatin and examined by fluorescence and phase contrast microscopy (scale bars = 50 µm). (**B**). Percentage of MCF-7 cells exhibiting an apoptotic or non-apoptotic, translucent morphology as shown in A. (**C**). Effects of NC1 on the subcellular localization of cytochrome c and cathepsin L. Cells were stained for the immunofluorescence detection of cytochrome c and cathepsin L. (scale bars = 10 µm). (**D**). Quantitative analysis of cathepsin L release in MCF-7 cells responding to NC1. (**E**). NC1-induced mitochondrial and lysosomal permeabilization. After the indicated incubation period, NC1-treated MCF-7 cells were stained with the Δψm-sensitive dye TMRM or with the lysosomal dye Lysotracker red. Note the loss of punctuate staining patterns visible in representative microphotographs. (**F**). Quantitative analysis of cytochrome c release in MCF-7 cells responding to NC1.

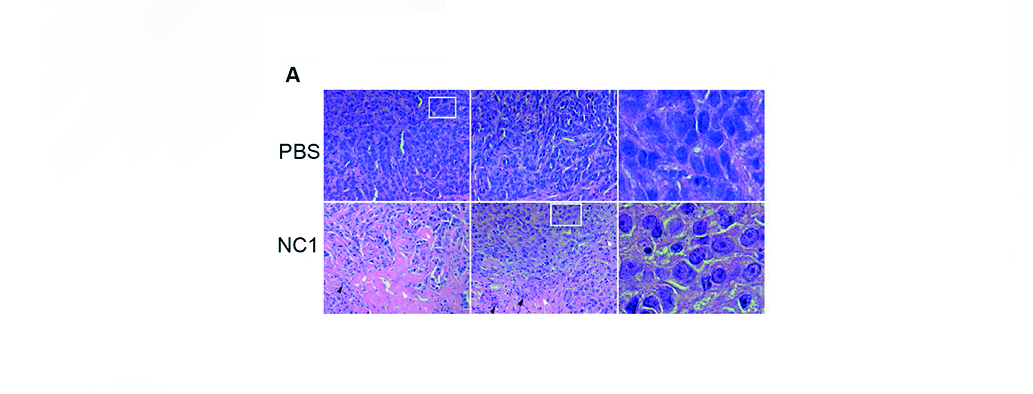
***Supplementary Figure 2.*** **NC1 is a potent antitumor agent *in vivo*. (A)** Tumors (n=20) obtained from mouse *xenografts* of MCF-7 cells that had been given 9 i.v. injections of necrocide 1 at 30 mg/kg (n=10) or saline (n=10) over 21 days were sectioned and stained with hematoxylin and eosin. Note the presence of swollen nuclei that lack a surrounding cytoplasm in NC1-treated tumors. This experiment has been repeated twice, yielding similar results.

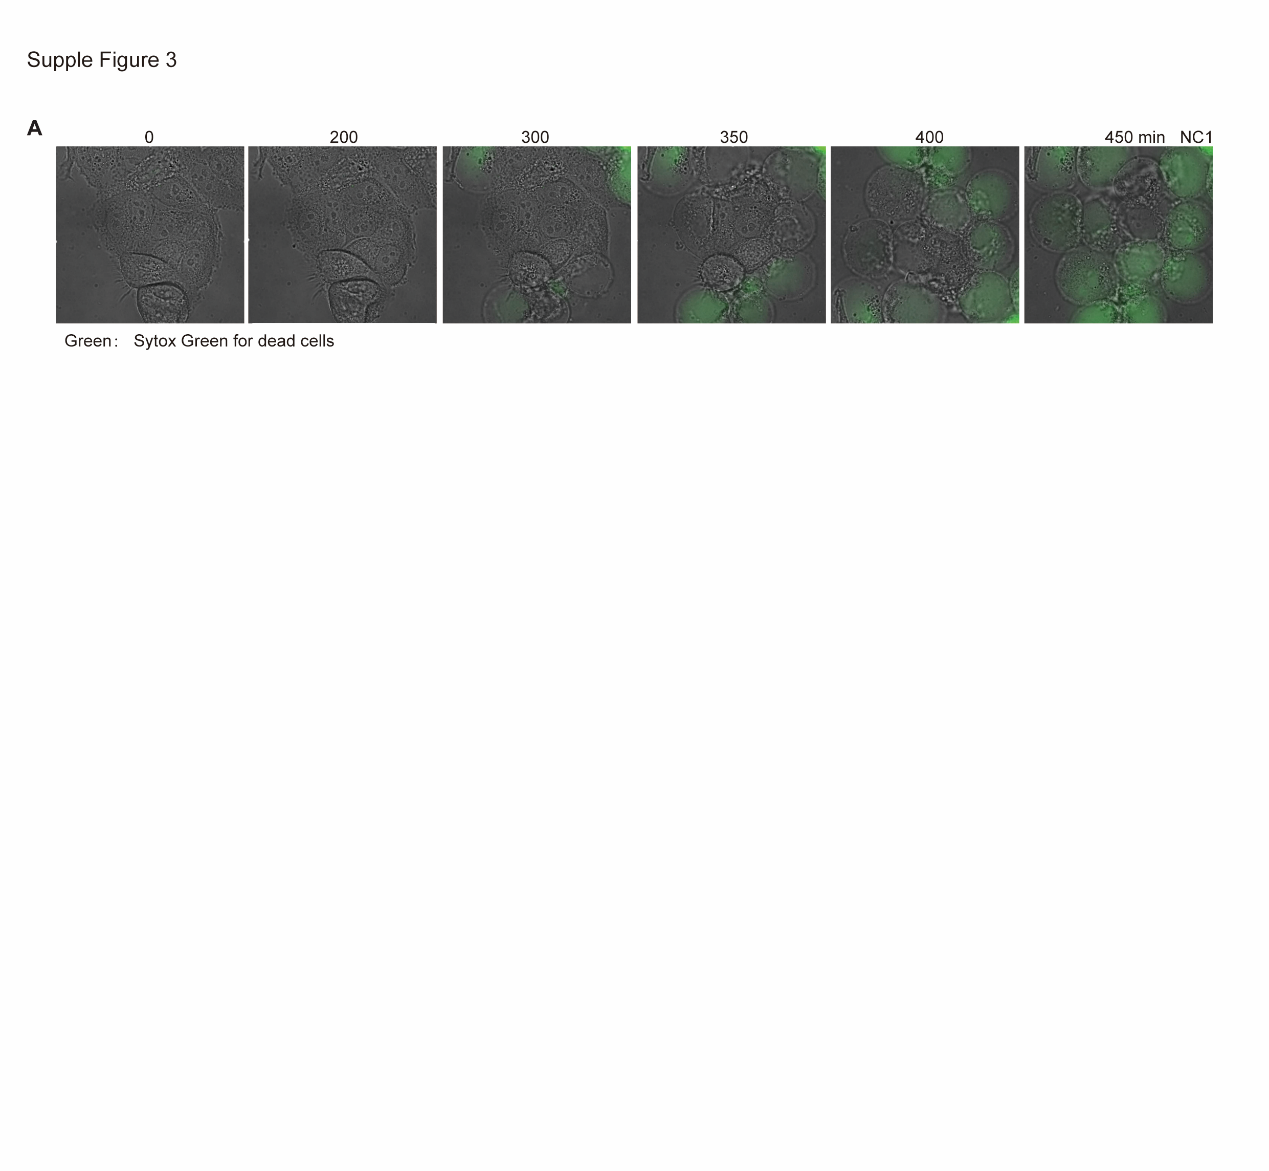

***Supplementary Figure 3.* NC1 elicits a non-apoptotic cell death independent of TNFR1 pathway.** (**A**). MCF-7 cells were treated with NC1 (100 nM) for 8 h and at the same time stained with Sytox Green (1 μM, green signal) to visualize dead cells. Fluorescence and phase contrast images were taken every 10 min after the addition of NC1 and merged images at the indicated times are shown (scale bars = 20 µm).

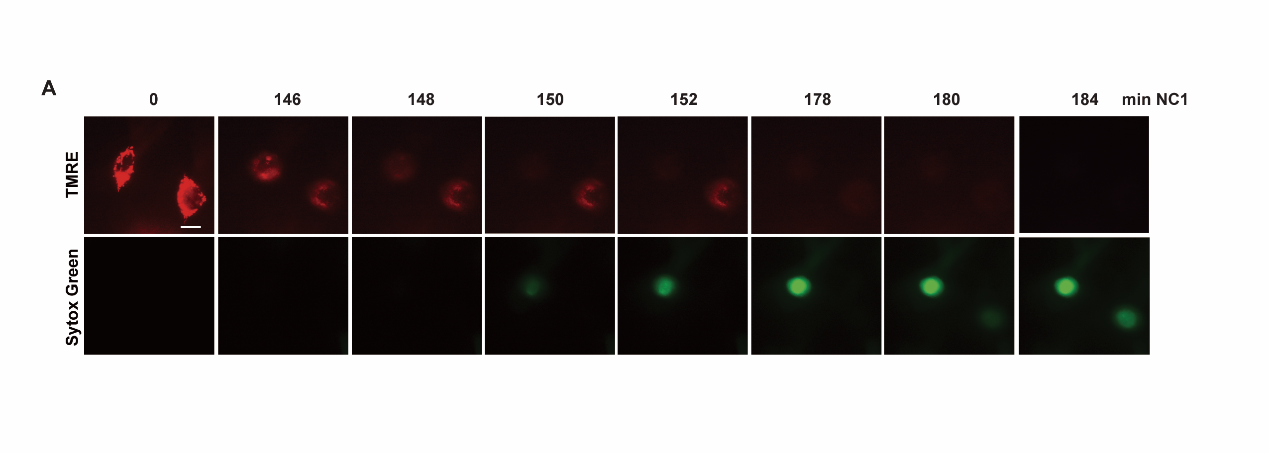

***Supplementary Figure 4. Mitochondria is crucial for NC1-induced cell death.*** (**A**). MCF-7 cells were incubated with TMRE/Sytox-green, treated with NC1, and imaged by live-cell confocal microscopy. Images obtained after initial treatment and at the point of cell lysis are shown (scale bars = 20 µm).

**Supplementary Movie 1**. MCF-7 cells were treated with NC1 (100 nM) for 8 h and at the same time stained with Sytox Green (1 μM, green signal) to visualize dead cells. The bright field and sytox green images were taken every 10 minuts.

***Supplementary Table 1. Primers for siRNA or sgRNA.***

| Gene | oligo | Sequences (5’-3’) |
| --- | --- | --- |
| BAX | siRNA | GGGACGAACTGGACAGTAA |
| BAK | siRNA | CCCATTCACTACAGGTGAA |
| CypD | siRNA-1 | GGACTCTAATACCTGTTTA |
| CypD | siRNA-2 | GATGCGGATATAGATTTAA |
| MLKL | sgRNA | CACACCGTTTGTGGATGACC |
| ACSL4 | sgRNA | GTGAAAGAATACCTGGACTGGGG |

# Supplementary material for: Necrocide 1 mediates necrotic cell death and immunogenic response in human cancer cells
**Source:** Cell Death Dis. 2023 Apr 5;14(4):238. doi: 10.1038/s41419-023-05740-0
**Supplement:** Supplementary file 2 — Original Data File

## Slide 1

Figure 3
BAX
BAK
TuBulin

## Slide 2

5E
CypD
Tubulin

## Slide 3

6G ACSL4
6H GSDMD
6C MLKL
ACSL4
GSDMD
MLKL
Tubulin
GAPDH
Tubulin

## Slide 4

7D
7E
HMGB1
HMGB1
Tubulin
Tubulin

How the deposited data were processed for this re-analysis (not part of the article)

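RNA-seq values of 3 untreated and 3 NC1-treated samples of MCF-7 cells were used. Groups and replicate numbers were taken from the submitters' labels, and every sample was assigned. The dose of 50 nM and the time of 6 h come from the submitters' description of the study. The sample labels give the time as Day 0, and no source used here says whether control cells received the vehicle.

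The authors deposited a table of FPKM per gene, normalized by them for gene length and library total. The submitters' processing notes name HISAT2 2.0.5 and build mm10. The counting program, its handling of shared or antisense reads, the annotation and the human build are not given in the sources used here. Of 52338 gene identifiers that the table shares with GENCODE v29 (GRCh38), 285 have the same start and end there, so that reference was used only for gene type, transcript length and GC content, and coordinates are those of the table. Without stated use of strand, reads of overlapping and antisense genes cannot be told apart. Of the 57773 genes, 25576 were at 0 in all 6 samples, and 236 gene names stood at more than 1 locus.

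FPKM gives no read totals, so no count test was possible and the absolute depth is unknown. Relative depth was read from the most frequent ratio of the smallest values, below 0.3 FPKM, of low genes between each sample and control sample 1. It ranged from 0.793 in control sample 3 to 1.03 in NC1 sample 3. Control sample 3 is therefore the shallowest of the 6, and its low genes are the least precise. Between 13807 and 13985 genes per sample were at 1 FPKM or more.

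FPKM was transformed to log2(FPKM + 1), and genes at 1 FPKM or more in at least 3 samples were kept. Groups were compared with limma 3.58.1 in R 4.3.3 (a linear model per gene and moderated statistics with a mean-variance trend), with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. Gene lists with at least 5 genes tested were compared with all other genes by limma's camera at a preset correlation of 0.01, and again with an estimated correlation and with limma's rotation test fry, which compares no list with other genes. The estimated setting also raised p for some lists whose estimate lay below the preset. A weaker p under it therefore does not by itself show correlated genes. Adjusted p-values of lists are over all lists tested. Membership in each list was also compared with being called by a two-sided Fisher's exact test among all genes tested. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

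The text names genes by a rule set beforehand. It takes the 15 largest rises and 15 largest falls among called genes whose groups do not overlap, up to 4 members of each list with the smallest p, the genes the paper names, and the items of results singled out for a closer look, for which the limit was set after values had been seen. Loci with clone-based or repeated names were counted but not named (69 called loci). The filter that recognises such names was written after values had been seen. Genes outside the rule are marked in the text as named after their values were seen.

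The procedure was tested on data simulated from the means and spread of these samples, with genes drawn independently of each other. For NC1 against control over 13975 genes, 29.4% of changes of 0.25, 69% of 0.5, 90.2% of 1 and 98.6% of 2 on the log2 scale were recovered. Of 1524 calls, 66 were false, and 0 of 310 tests of lists without a simulated change passed. Each simulated run held fewer changed genes than were called in the real data, so the adjusted threshold was stricter there. These rates therefore need not hold for the real comparison.

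Alternatives were other pseudocounts and filters, other scalings of the samples, other variance models, a replicate block, protein-coding genes alone, each sample left out in turn, another threshold, and other list tests. A fit on protein-coding genes with each library's trend with GC content and transcript length removed (loess, span 0.5) was added after the data had been seen. Matched random lists were drawn 10000 times from the 100 nearest genes in the matched properties. No sample and no column of values was left out of the comparison.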

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

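The limit of an adjusted p under 0.001 for single genes, and for lists the demand for an unadjusted p under 0.05 with an estimated correlation, were set after values had been seen, and the test with GC and length trends removed was chosen after the data had been seen. The bounds for the GC trend of the count and for library preparation were written after related correlations across genes had been seen, and those of the other tests before their results.

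The paper does not discuss the following genes, whose 3 NC1 samples lay apart from the 3 control samples at an adjusted p under 0.001 from limma. Log2 fold changes were −1.69 for TXNIP, −1.27 for ARRDC3, 0.82 for PPP1R15A, −0.55 for VMP1, 0.61 for SLC38A2 and −0.67 for MYC. IFRD1, a transcriptional co-regulator, fell from 75.8 ± 1.04 to 56.3 ± 0.971 FPKM (SD, n = 3 per group; log2 fold change −0.42, adjusted p = 0.000472 from limma). HES1, a repressor induced by Notch signalling, fell from 29.4 ± 0.171 to 19.6 ± 0.684 FPKM (SD, n = 3 per group; log2 fold change −0.57, adjusted p = 0.000472 from limma). ARRDC4, an α-arrestin related to TXNIP and named after its value was seen, had a log2 fold change of −0.40 (adjusted p = 0.0164 from limma).

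The text of the paper gives no RNA values for the following lists, which differed from other genes by limma's camera, although it reports phosphorylation of eIF2α, inhibitors of autophagy and permeabilization of lysosomes. Genes of mitochondrial ribosomal proteins had a median of −0.11 (−0.1099), and 21 of 75 fell and 0 rose by limma (32 and 2 adjusted over the list alone, 40 and 3 at an unadjusted p under 0.05; adjusted p = 3.15e-10 from camera, and adjusted p = 0.0408 with an estimated correlation). MRPS21 and MRPL13 each fell by 0.25. Upon leaving out control sample 2, control sample 3, NC1 sample 1, NC1 sample 2 and NC1 sample 3 in turn, 5, 4, 11, 12 and 9 of this list were lower. Targets of the integrated stress response had a median of 0.072 (adjusted p = 0.00137 from camera, and adjusted p = 0.0999 with an estimated correlation), and genes of sodium and potassium transport and osmotic stress one of 0.0795 (adjusted p = 0.00827 from camera, and adjusted p = 0.0999 with an estimated correlation). Autophagy and lysosome genes had a median of 0.0338 (adjusted p = 0.0435 from camera, and adjusted p = 0.139 with an estimated correlation). Without control sample 1, NC1 sample 1 and NC1 sample 3 in turn, the adjusted p of that list from camera was 0.127, 0.0671 and 0.0767. It was 0.0876 with a filter of 5 FPKM, 0.0838 after quantile normalization, 0.0562 without the variance trend and 0.0813 over protein-coding genes alone, and 0.0335 with GC and length trends removed. Canonical histone genes, a list fixed as a check of RNA quality because such transcripts typically lack poly(A) tails, had a median of −0.2356. Their adjusted p was 9.89e-08 from camera and 0.139 with an estimated correlation. The median deviation of this list was 0.0163, −0.1066 and 0.0706 in the control samples and −0.1926, −0.3192 and −0.2154 in the NC1 samples. Differences in RNA quality or library preparation were not tested apart from a response to NC1.

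Both the nuclear-encoded OXPHOS and the cytosolic ribosomal protein lists were lower with NC1, and their shifts were set against length, GC content, single samples and scaling. Gene length as the whole cause is argued against: the 2 lists together had a median of −0.1258, below the central 95% of random lists matched on length and expression (−0.025 to 0.011), and so had the OXPHOS list (−0.1158, against −0.026 to 0.027) and the ribosomal list (−0.1333, against −0.050 to 0.0093). With GC content matched too, the ranges were −0.040 to 0.019 for OXPHOS and −0.056 to 0.0059 for ribosomal proteins, and without any 1 sample at least 94.2% of each median was kept. Other scalings kept at least 84.3% of the OXPHOS median and 52.3% of the ribosomal median, the latter after quantile normalization, so that scaling stays open as a partial cause for ribosomal proteins. A response to NC1 and reads shared with pseudogenes, both untested, may each contribute to these shifts.

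The 8 short loci beyond 2-fold, 2 higher and 6 lower, had a median absolute log2 fold change of 1.14. Their median range between the 3 samples of a group was 0.655, which lies between the bounds set for values resting on few reads and for values that do not. Few reads therefore stay open as a candidate explanation, as does a response to NC1, which was not tested apart from it.

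The number of changed genes was set against other groupings of the samples and the trend with GC content. The real grouping gave 1396 changed genes from limma and the highest other grouping 2, and 1 of 10 splits had a count as large, but 10 splits are too few for a share under 0.05. Every other grouping mixed NC1 and control samples, so treatment differences entered its spread and low counts were to be foreseen. In these groupings the nuclear-encoded OXPHOS list still had unadjusted p of 1.49e-07 to 0.0166 from camera. Its medians there ran from −0.0479 to 0.0534, each time lower on the side with more NC1 samples. Correlations with GC content across genes were −0.010, −0.33 and −0.32 in the control samples and 0.36, 0.066 and 0.29 in the NC1 samples, each against the mean of all 6. The gap between the groups was 1.46 times the larger range within a group, so that library preparation and NC1 cannot be told apart as the source of this trend, with no preparation dates given. With the trend removed, 53.05% of 1789 calls on protein-coding genes were made again, so that the trend may account for part of the count.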

How the results depend on the processing

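The fit with the GC and length trend removed was chosen after seeing the data; all other settings were planned. A count test, foreseen for a table of counts, was not run, because the table holds FPKM. Where a value changed, the cause was not tested, except that leaving out a sample leaves fewer samples, a stricter filter fewer genes, a looser threshold more calls, and a smaller pseudocount larger fold changes of low genes.

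From 667 higher and 729 lower genes (limma), the counts became 26 and 28 without the filter, 2 and 12 without the variance trend, and 1204 and 1214 at an adjusted p under 0.1; a filter of 0.1 FPKM gave 465 lower. Leaving out 1 sample gave 151 to 964 higher and 201 to 814 lower. The 11 genes beyond 2-fold became 29 and 22 with pseudocounts of 0.1 and 0.5, 5 with a filter of 5 FPKM, 2 without the filter, 19 rescaled to a sum of 1000000, 2 without the variance trend, 7 with robust variance, 3 for protein-coding genes, 3 with the trend removed, and 11 to 19 without 1 sample.

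The list medians of nuclear OXPHOS, ribosomal, spliceosome and MAPK genes kept their direction in every setting run, and their side of the threshold except with an estimated correlation: ribosomal −0.133 (adjusted p = 0.0756 from camera) and MAPK 0.0922 (adjusted p = 0.0756 from camera). Over the planned settings with all samples, the OXPHOS median ran from −0.12 to −0.098 (adjusted p 8.57e-20 to 0.0408 from camera or fry), and without 1 sample from −0.14 to −0.11. The spliceosome median of −0.0463 was −0.0274 rescaled to a sum of 1000000, and the ribosomal median −0.0696 after quantile normalization. The median of mitochondrially encoded subunits was −0.0569 without control sample 1, −0.0569 to 0.0182 over the samples left out, 0 after quantile normalization and, with the sign turned, 0.0473 with the trend removed. The odds ratio of OXPHOS genes among changed genes, 4.43, was 0 (p = 1, Fisher's exact test) without the filter and without the variance trend, where 0 of them were called by limma, 8.89 with a filter of 0.1 FPKM, and 4.08 to 8.51 without 1 sample. Over protein-coding genes alone it was 3.7, and 2.85 there with the trend removed.

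Of the other 32 list tests, 0 reversed; 22 kept their side of the threshold with an estimated correlation. Of 188 named genes, 0 reversed, 183 kept their side with a pseudocount of 0.1, 78 without the filter, 71 without the variance trend, and 131 to 165 without 1 sample.

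With a replicate block, 530 genes were higher and 578 lower, and the autophagy and lysosome list had an adjusted p of 0.0596 from camera; the block changed no other list call. Deviations of same-numbered samples correlated at 0.006, 0.008 and 0.021 and those of other pairs at −0.042 to 0.034, and not every sample correlated best with its own number. These values show no sign that the numbers pair the samples, but cannot exclude that the samples were prepared in pairs. Absolute depth is unknown. Changes of 0.25 on the log2 scale were recovered in 29.4% of simulated genes, but with fewer changed genes and so a stricter threshold than in the real data. How many small changes of single genes were missed here is therefore not known.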

Differences from the paper's values

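No difference listed here rests on an alternative chosen after seeing the data. The paper's values were read from its figures, and the text does not state the thresholds or denominators behind them.

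The largest absolute log2 fold change is about 6 in Fig. 5A, read by eye, and was 1.69 here (TXNIP), on the log2(FPKM + 1) scale, which understates changes of low genes. Under the alternatives set before the data were examined it lay between 1.31 and 3.08, the highest with a pseudocount of 0.1, and none comes within 1.5 times of the paper's value. No alternative joined a small pseudocount with low genes left in, so these values cannot decide whether the paper's value can be reached from the table.

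The share of changed genes in oxidative phosphorylation is about 0.055 in Fig. 5B, read by eye, and was 0.0215 here. Of the alternatives set before the data were examined, those without control sample 2 (0.0426), without control sample 3 (0.0451) and without NC1 sample 3 (0.0384) lie within 1.5 times of the paper's value, and the others do not.

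The share in the ribosome is about 0.094 in Fig. 5B, read by eye, and was 0.0358 here. Of the alternatives set before the data were examined, those without control sample 3 (0.0637) and without NC1 sample 3 (0.0682) lie within 1.5 times of the paper's value, and the others do not. In the paper the share of the ribosome is above that of oxidative phosphorylation, and so it was here, as it was under most alternatives. After quantile normalization the order turned (0.0207 for the ribosome and 0.0244 for oxidative phosphorylation), and without the variance trend both shares were 0. For each ribosomal protein gene called, 0.6 OXPHOS genes were called here in the main comparison, and the proportion between the 2 shares in Fig. 5B is close to that. The ribosomal list here holds cytosolic proteins only, and the paper does not state the members of its pathways. After quantile normalization 33 OXPHOS and 28 ribosomal protein genes were called, so the closeness does not hold in every setting.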

Other observations

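The demand made on lists before they were singled out was chosen after seeing the data, as was the fit with GC and length trends removed; the list tests themselves were planned. Among targets of the integrated stress response, 8 of 39 rose and 0 fell (10 and 1 adjusted over the list alone). Besides PPP1R15A and SLC38A2 they include ATF4, the transcription factor of this response (133 ± 0.897 to 155 ± 2.57 FPKM, SD, n = 3 per group), and SLC3A2, the heavy chain of amino acid exchangers (log2 fold change 0.22). Without control sample 2, control sample 3, NC1 sample 1, NC1 sample 2 and NC1 sample 3 in turn, 4, 4, 4, 5 and 4 rose by limma, and 0 fell, against 2 lower at an unadjusted p under 0.05. With a pseudocount of 0.1, a filter of 0.1 FPKM, no filter and a replicate block, 5, 4, 4 and 5 of this list rose and 0 fell. The share of this list that changed, 20.5% against 9.99% of all genes tested, did not pass Fisher's exact test (adjusted p = 0.155). Of 23 genes of sodium and potassium transport and osmotic stress, 4 rose and 1 fell (5 and 1 adjusted over the list alone). The share changed, 21.7%, did not pass Fisher's exact test (adjusted p = 0.191). LRRC8A, a subunit of volume-regulated anion channels, had a log2 fold change of 0.23, the kinase STK39 0.21, and the channel TRPM7 −0.14 (adjusted p = 0.0157, 0.0239 and 0.0159 from limma). Their adjusted p from limma was 0.0643, 0.0886 and 0.0557 without control sample 2 and 0.0664, 0.0851 and 0.0673 without NC1 sample 3. It was 0.0593 for STK39 and for TRPM7 without control sample 3, 0.0705 for STK39 without NC1 sample 2 and 0.0509 for LRRC8A without NC1 sample 1. Upon leaving out control sample 2, control sample 3, NC1 sample 1, NC1 sample 2 and NC1 sample 3 in turn, 1, 2, 2, 2 and 1 were higher, and without control sample 2, control sample 3 or NC1 sample 3, 0 were lower.

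Of 43 autophagy and lysosome genes, 5 rose and 1 fell (5 and 1 adjusted over the list alone). The share changed, 14.0%, did not pass Fisher's exact test (adjusted p = 0.635). FLCN and RRAGC, which act in nutrient sensing at the lysosome, had log2 fold changes of 0.48 and 0.38. The gene that fell, ATP6V0E1, encodes a subunit of the vacuolar ATPase and was named after its value was seen. Without control sample 2, control sample 3 and NC1 sample 3 in turn, 2, 2 and 3 were higher, and without any 1 sample 0 were lower. Of 19 canonical histone genes, 9 fell and 0 rose by limma (14 and 0 adjusted over the list alone and at an unadjusted p under 0.05), among them HIST1H2AC (log2 fold change −0.35). Without control sample 3, NC1 sample 2 and NC1 sample 3 in turn, 4, 5 and 4 fell. With GC and length trends removed, the medians were −0.27 for histones, 0.059 for stress response targets, 0.036 for sodium transport, 0.023 for autophagy and −0.087 for mitochondrial ribosomal proteins.

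Of 37 targets of NRF2 and antioxidant enzymes, 4 rose and 7 fell, also when adjusted over the list alone (odds ratio 3.83 for being changed, adjusted p = 0.00294 from Fisher's exact test on the genes called by limma, across genes, which are not independent replicates). With GC and length trends removed, 4 were higher and 3 lower, and with control sample 2, control sample 3, NC1 sample 1, NC1 sample 2 and NC1 sample 3 left out in turn, 1 was higher in each and 3, 2, 2, 3 and 2 lower. OSGIN1 rose (log2 fold change 0.39) while TXN and SOD1 fell by 0.23 and 0.17, and the list did not pass the list test (adjusted p = 0.465 from camera). Of 41 apoptosis genes, 1 rose (MCL1, log2 fold change 0.12) and 4 fell, among them PMAIP1, which encodes a BH3-only protein, by 0.29 and CASP3 by 0.32 (2 higher and 5 lower adjusted over the list alone, 4 and 7 at an unadjusted p under 0.05). With control sample 2, control sample 3, NC1 sample 1, NC1 sample 2 and NC1 sample 3 left out in turn, 0 were higher and 1, 1, 2, 2 and 2 lower by limma, MCL1 and CASP3 not among them. The list did not pass the list test (adjusted p = 0.718 from camera). The necroptosis list gave an adjusted p of 0.661 from camera. Of 27 ferroptosis and iron genes, 3 rose, such as SLC3A2, and 2 fell, such as CISD1, an iron-sulfur protein of the outer mitochondrial membrane (4 and 2 adjusted over the list alone). This list had a median of 0.032, with an adjusted p of 0.465 from camera and 0.00964 from fry, both toward higher values with NC1. Without any 1 sample other than control sample 1, 1 of its genes was higher, and without control sample 2, 1 was lower. In the TNF and NF-kB list, 4 of 25 genes rose and 1, the cytokine gene LIF, fell (7 and 3 adjusted over the list alone and at an unadjusted p under 0.05). The list had a median of 0.12, with an adjusted p of 0.0777 from camera (0.0353 without control sample 2) and 0.00154 from fry, both toward higher values with NC1. With control sample 2, control sample 3, NC1 sample 1, NC1 sample 2 and NC1 sample 3 left out in turn, 1, 0, 2, 1 and 0 genes of this list were higher by limma, and without control sample 1, 6 were higher and 3 lower. With a replicate block, 3 were higher and 3 lower.

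Of 23 tested genes that the paper names for other experiments, 4 fell and 0 rose by limma over all genes and adjusted over the list alone, with 5 lower and 1 higher at an unadjusted p under 0.05 (adjusted p = 0.591 for the list from camera). CYCS (131 ± 2.84 to 116 ± 4.69 FPKM) encodes cytochrome c, HMGB1 (641 ± 28.6 to 575 ± 10.8 FPKM) a nuclear protein, PPIA (log2 fold change −0.15) cyclophilin A and B2M (−0.18) a subunit of MHC class I. With control sample 2, control sample 3, NC1 sample 1 and NC1 sample 3 left out in turn, 0, 0, 1 and 1 of these 23 genes fell. After quantile normalization 1 was higher and 2 lower, with a filter of 0.1 FPKM 2 were lower, and with GC and length trends removed 1 was lower (4 over protein-coding genes alone before that step). Values that did not pass limma's test were MLKL 10.1 ± 1.14 and 8.90 ± 0.288 FPKM (adjusted p = 0.243), PPIF, which encodes cyclophilin D, 114 ± 1.17 and 120.2 ± 3.95 FPKM (adjusted p = 0.178), and CALR 581 ± 11.9 and 585 ± 11.9 FPKM (adjusted p = 0.878), for control and NC1. GSDMD, RIPK3 and ACSL4 lay below the filter, at 0.333, 0.037 and 0.066 FPKM in control and 0.545, 0.008 and 0.159 FPKM in NC1 samples, and CASP1 and CASP5 are listed at 0 in all 6. These values are for MCF-7 cells, whereas the paper knocked out GSDMD and ACSL4 in a different breast cancer line.

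The remaining lists gave these adjusted p from camera. Translation factors had a median of −0.064 (adjusted p = 0.0382, and adjusted p = 0.331 with an estimated correlation), and EIF5 fell by 0.52. Without control sample 1, control sample 2, NC1 sample 1 and NC1 sample 2 in turn, the adjusted p of that list was 0.0536, 0.0616, 0.0787 and 0.063 from camera. Rescaled to a sum of 1000000, after quantile normalization, without the variance trend and with GC and length trends removed it was 0.099, 0.0818, 0.0852 and 0.0944. Housekeeping genes had a median of −0.035 (adjusted p = 0.0382, and adjusted p = 0.189 with an estimated correlation), and without control sample 3 and NC1 sample 1 in turn adjusted p = 0.0811 and 0.0872 from camera. Rescaled, after quantile normalization and without the variance trend it was 0.1, 0.241 and 0.13. Oestrogen receptor targets gave 0.176 (0.0346 without control sample 2, 0.0448 without NC1 sample 1 and 0.0188 with trends removed), luminal markers 0.269 (0.0347 without control sample 2 and 0.0188 with trends removed), heat shock genes 0.521 (0.0478 without NC1 sample 1) and cholesterol synthesis 0.332 (0.0203 without control sample 1). The ER unfolded protein response and fatty acid synthesis gave 0.591 each, mitochondrial chaperones 0.369, permeability transition 0.825, interferon targets 0.861, immunogenic cell death molecules 0.586, TP53 targets 0.644, and hypoxia 0.465. Median and mean differed in sign for the apoptosis, interferon, immunogenic cell death and TP53 lists and the genes the paper names. Of the pyroptosis genes (4 tested) and of markers of fibroblasts (3), leukocytes (2) and basal or endothelial cells (4), 0 passed limma's test over all genes. At an unadjusted p under 0.05, 2 basal or endothelial markers were higher, 1 of them when adjusted over the list alone, and 1 lower, and 0 of the others.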
